# Enhancers associated with unstable RNAs are rare in plants

**DOI:** 10.1038/s41477-024-01741-9

**Published:** 2024-07-30

**Authors:** Bayley R. McDonald, Colette L. Picard, Ian M. Brabb, Marina I. Savenkova, Robert J. Schmitz, Steven E. Jacobsen, Sascha H. Duttke

**Keywords:** Plant molecular biology, Transcriptomics

## Abstract

Unstable transcripts have emerged as markers of active enhancers in vertebrates and shown to be involved in many cellular processes and medical disorders. However, their prevalence and role in plants is largely unexplored. Here, we comprehensively captured all actively initiating (nascent) transcripts across diverse crops and other plants using capped small (cs)RNA sequencing. We discovered that unstable transcripts are rare in plants, unlike in vertebrates, and when present, often originate from promoters. In addition, many ‘distal’ elements in plants initiate tissue-specific stable transcripts and are likely bona fide promoters of as-yet-unannotated genes or non-coding RNAs, cautioning against using reference genome annotations to infer putative enhancer sites. To investigate enhancer function, we integrated data from self-transcribing active regulatory region (STARR) sequencing. We found that annotated promoters and other regions that initiate stable transcripts, but not those marked by unstable or bidirectional unstable transcripts, showed stronger enhancer activity in this assay. Our findings underscore the blurred line between promoters and enhancers and suggest that *cis*-regulatory elements can encompass diverse structures and mechanisms in eukaryotes, including humans.

## Abstract (web summary)

Unstable transcripts like enhancer RNAs are common in vertebrates. McDonald et al. show that such unstable transcripts are rare in plants and that promoters can function as potent enhancers, suggesting diverse *cis*-regulatory mechanisms in eukaryotes.

## Main

The discovery of rapidly degraded and often unprocessed RNAs, such as enhancer-associated RNAs in mammals^1,2^, has sparked the ongoing endeavour to demystify their role and potential functions. Methods that capture actively transcribed or ‘nascent’ RNA rather than steady-state transcript levels that are a result of many processes, including initiation, elongation, maturation and decay^3,4^, were instrumental to this research. These approaches have revealed that unstable RNAs are highly prevalent in vertebrates and are involved in many cellular processes and medical disorders^5^. Unstable transcripts have also been shown to impact gene expression by interacting with transcription factors, co-factors or chromatin^6–11^, and influence the three-dimensional structure of the genome^12^.

Distal, bidirectional, unstable transcripts, often referred to as enhancer RNAs (eRNAs), have emerged as preferred markers of active regulatory regions in vertebrates^1,13–15^. These eRNAs are commonly short, non-polyadenylated, unstable and generated from bidirectionally transcribed loci^14^, although some eRNAs are spliced or polyadenylated^14,16,17^. Similarly to vertebrates, plants leverage distal *cis*-regulatory regions, including traditional enhancers^18–21^. Studies in *Arabidopsis thaliana* and wheat have also reported hundreds to tens of thousands of potential loci marked by uni- or bidirectional unstable transcripts^22–26^ but the prevalence and potential roles of unstable transcripts is largely unexplored^23,25,27,28^.

Given the importance of plants as the world’s primary food source and their central role in enlivening and sustaining the environment, it is critical to address this gap in our knowledge. However, high-quality nascent RNA sequencing datasets from plants, and especially nascent transcription start site (TSS) data, are currently rare. Although some groups, including ours, have shown that methods capturing active transcription, including global run-on sequencing (GRO-seq)^23,29,30^, precision run-on sequencing (PRO-seq)^31^ and plant native elongating transcript sequencing (pNET-seq)^30,32^, are feasible in plants, their application is challenging. Plant cell walls, abundant plastids, and secondary metabolites hinder the necessary isolation of pure nuclei and complicate immunoprecipitation steps. In addition, plants have five or more eukaryotic RNA polymerases and multiple phage-like and plastid-encoded prokaryotic RNA polymerases^33^, and traditional run-on sequencing methods capture nascent transcripts from all these RNA polymerases non-specifically, complicating data interpretation^29,34^. Thus, nascent RNA-seq methods have drastically advanced our understanding of unstable transcripts in animals and yeast^4,35–38^, but less so in plants.

Some of the technical limitations described above can be alleviated by exploiting the RNA-polymerase-II-specific 5′ cap to enrich for nascent RNA polymerase II transcripts and their TSSs^11,36^. Selective sequencing of capped 5′ ends also increases the sensitivity of these methods to detect short, rare and unstable transcripts^39,40^, such as eRNAs^1,2,11^ and promoter-divergent unstable transcripts^41^. We recently developed capped small RNA-seq (csRNA-seq; Extended Data Fig. 1), which leverages these advances to enrich for initiating RNA polymerase II transcripts and capture their TSSs without the need for nuclei isolation, run-on or immunoprecipitation (Fig. 1a)^39^. csRNA-seq is a simple, scalable and cost-efficient protocol that uses 1–3 µg of total RNA, rather than purified nuclei, as input and is compatible with any fresh, frozen, fixed or pathogenic species or tissue^42–45^. Recently, csRNA-seq was shown to effectively detect eRNAs in human cells^40,43,45^.

**Fig. 1:**
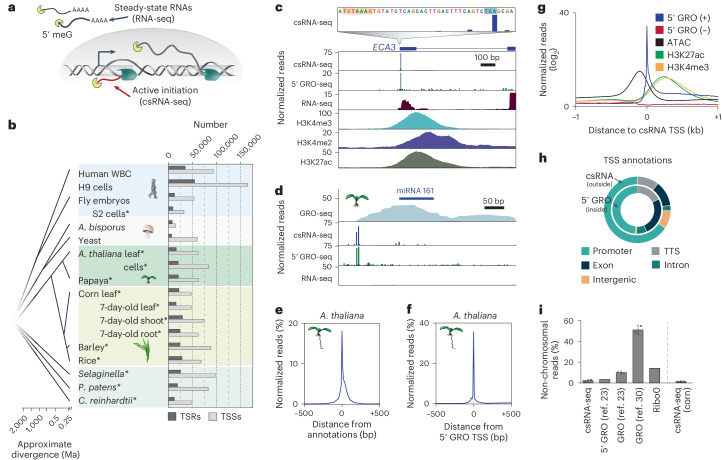
A comprehensive atlas of nascent plant transcription initiation. **a**, Schematic of steady-state RNA, as captured by RNA-seq, and actively initiating or nascent transcripts, captured by csRNA-seq. **b**, Overview of samples studied with the numbers of captured transcription start regions (TSRs), which include promoters and enhancers, and of TSSs. Samples generated in this study are marked with an asterisk (*). **c**, *A. thaliana* *ECA3* loci with csRNA-seq at single-nucleotide resolution and zoomed out, 5′ GRO-seq and histone ChIP-seq data. **d**, *A. thaliana* miRNA 161 cluster. **e**, Normalized distribution of *A. thaliana* csRNA-seq data from leaves relative to TAIR10 TSS annotations. All reads under the graph amount to 100%. **f**, Normalized distribution of csRNA-seq TSSs from *A. thaliana* leaves relative to 5′ GRO-seq TSSs mapped in 6-day-old seedlings. **g**, Distribution of 5′ GRO-seq reads, open chromatin (ATAC-seq) and histone H3 lysine 4 trimethylation (H3K4me3) and H3 lysine 27 acetylation (H3K27ac) relative to csRNA-seq TSSs in *A. thaliana*. **h**, Comparison of annotations of TSSs mapped by 5′ GRO-seq and csRNA-seq in *A. thaliana*. **i**, Percentage of non-chromosomal RNA reads captured by csRNA-seq (0.031% and 0,014%; *n* = 2), GRO-seq (0.109% and 0.09%; *n* = 2)^23^, GRO-seq (0.54% and 0.48%; *n* = 2)^30^, 5′ GRO-seq (0.034%; *n* = 1)^23^, or total RNA-seq (Ribo0, 0.147%; *n* = 1) in *A. thaliana* and maize (csRNA-seq only, 0.009% and 0.01%; *n* = 2). These RNAs are not synthesized by RNA polymerase II or other eukaryotic RNA polymerases. Graphs present the mean with s.d. Ma, million years ago; TTS, transcription termination site; WBC, white blood cells; 5′ meG, 5′ methylguanine.

Here we used csRNA-seq to decipher the prevalence, location and traits of stable and unstable transcripts across different plant tissues, cells and species. Our data suggest that vertebrate-like eRNAs are rare in plants. Instead, promoters were the major source of unstable transcripts. Intriguingly, promoters and open chromatin regions, rather than sites initiating unstable transcription, also showed the strongest enhancer activity in the self-transcribing active regulatory region sequencing (STARR-seq) assay, suggesting that the relationship between unstable transcription and enhancer activity observed in mammals is not conserved in plants.

## Results

### A comprehensive atlas of nascent transcripts in plants

To comprehensively capture active transcription in plants, we performed csRNA-seq on 13 samples from 8 plant species chosen for their agricultural and scientific importance (Fig. 1b and Supplementary Table 1). 

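csRNA-seq sequences short RNAs that carry a 5′ cap, so the 5′ end of each read marks a position at which RNA polymerase II recently initiated. The deposited data hold 12 tables of TSRs from plants, 1 for each species and tissue (a sample type). They cover A. thaliana Col-0 cells grown in suspension, mature A. thaliana leaves, A. thaliana seedlings, young papaya leaves, C. reinhardtii liquid cultures, barley embryonic tissue, P. patens plate cultures and S. moellendorffii stem and leaves. The other 4 tables are from maize adult leaves, 7-day-old leaves, roots and shoots. Read positions of 2 distinct csRNA-seq libraries were available for 8 sample types, and of 1 library for barley, P. patens, maize root and maize shoot. Replicates 1 and 2 of C. reinhardtii and replicates 2 and 3 of maize adult leaves were identical, so each pair was used once. The A. thaliana libraries held 8467248 and 8514344 reads for cells, 4112643 and 8384083 for leaves, and 3615777 and 3528642 for seedlings. A supplementary table of the paper exchanges csRNA-seq and small RNA-seq for the cells, and the sample labels were followed: the libraries labelled csRNA-seq had 78.6% of their reads in the TSRs of the table and those labelled small RNA-seq 9.12%. Papaya had 5232076 and 5741240 reads, C. reinhardtii 21119826 and 4891735, and S. moellendorffii 1436208 and 614280. Maize had 1379541 and 9272241 reads for adult leaves, 1123891 and 1777169 for 7-day-old leaves, 4671279 for root and 4968533 for shoot. The single libraries of barley and P. patens held 4262456 and 12821698 reads.

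The authors trimmed the 3′ adapter, aligned the reads with HISAT2 and called TSRs with HOMER on pooled replicates, using small RNA and total RNA libraries to remove loci whose signal comes from abundant RNAs rather than from initiation. The score of a TSR is its number of csRNA-seq reads scaled to 10000000 reads per sample, and 10 is the lowest score kept. The TSR tables and read positions were used as deposited, and the main TSS was taken at the midpoint of each TSR. Annotation classes and distances to the nearest annotated gene 5′ end are those of the tables. Shares of TSRs carry 95% Wilson binomial intervals, and these cover counting error only. A. thaliana genes were named from the RefSeq annotation of the reference assembly, and genes of other species are given by ID because the files pair no names with them.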

For comparison, we also performed csRNA-seq on S2 cells from fruit fly (*Drosophila melanogaster*) and integrated published data from fruit fly embryos^46^, rice (*Oryza sativa*, adult leaves)^39^, human white blood cells^45^, human H9 cells^39^ and two types of fungi (common mushroom, *Agaricus bisporus*; yeast, *Saccharomyces cerevisiae*)^47^ (Fig. 1b).

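S2 cells are a cultured line derived from D. melanogaster embryos. Their csRNA-seq data came from 1 library of 5199841 reads, and their table holds 8997 TSRs. For embryos, the deposited table holds 12478 TSRs and was read together with a pooled total RNA-seq file of 38347351 reads. The csRNA-seq libraries of the embryos and the total RNA-seq of the S2 cells were not analysed here, so the stability calls of S2 cells are those of the deposited table. The human, rice and fungal data were not used here.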

csRNA-seq accurately captured actively transcribed stable and unstable RNAs (Extended Data Fig. 2) and their TSSs genome wide and at single-nucleotide resolution. 

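Replicate libraries ranked the TSRs of a sample type alike. Pearson's r of log2 CPM (counts scaled to 1000000 reads), with a pseudocount of 1, was 0.835 in A. thaliana cells, 0.912 in leaves and 0.925 in seedlings. It was 0.863 in papaya, 0.905 in C. reinhardtii, 0.787 in S. moellendorffii and 0.847 in 7-day-old maize leaves. The lowest value, 0.728, was that of maize adult leaves, where the median TSR had 4 counts in replicate 1 and 29 in replicate 2. Spearman's rho for that pair was 0.585. These correlations run across TSRs within a pair of libraries, and TSRs are not independent replicates.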

As exemplified by the *A. thaliana* ER-type Ca^2+^ ATPase 3 (*ECA3*) locus (Fig. 1c) or unstable primary microRNA (miRNA) 161 (Fig. 1d), csRNA-seq performed similarly to other nascent methods but with less background noise on average (Fig. 1c,d and Extended Data Figs. 3 and 4a). 

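ECA3 (AT1G10130), which encodes an ATPase that moves calcium into endomembranes, spans positions 3310930 to 3322269 of chromosome 1. A single TSR at its 5′ end, from 3310911 to 3311061 on the plus strand, was called in all 3 A. thaliana tissues, with its main TSS 56 bp from the annotated 5′ end. Initiation there measured 178 ± 163 CPM in cells, 337 ± 55.2 in leaves and 107 ± 10.5 in seedlings (SD, n = 2 libraries each). The difference between cells and leaves was within the spread of the replicates (log2 fold change −0.92, standard error 0.64, adjusted p = 0.268 from edgeR's quasi-likelihood test). Total RNA-seq over the TSR held 7.34 scaled reads in cells, 9.74 in leaves and 4.67 in seedlings, which placed it among the stable TSRs in each.

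The miRNA161 gene, MIR161 (AT1G48267), lies on chromosome 1 from 17825685 to 17825857. No TSR was called within 275 bp of its annotated 5′ end in any of the 3 tables. The closest in cells lay 1583 bp upstream on the minus strand and 1995 bp upstream on the plus strand, with scores of 136 and 123.1 and total RNA-seq of 11.8 and 9.58 scaled reads.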

TSSs captured by csRNA-seq were enriched near annotated TSSs genome wide (Fig. 1e and Extended Data Fig. 4b–e). 

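Most TSRs began close to an annotated gene 5′ end. The median distance from the main TSS to the nearest one was 51 bp in A. thaliana cells, 36 bp in leaves and 23 bp in seedlings. Of the TSRs, 70.3% in cells, 80.9% in leaves and 91.1% in seedlings lay within 200 bp. Over the 12 plant sample types this share averaged 67.8% (SD 15.0). It was lowest in S. moellendorffii, at 40.0%, where the median distance was 330 bp.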

About one-third of the csRNA-seq TSSs mapped in *A. thaliana* leaves were identical to those mapped by 5′ GRO-seq in 6-day-old seedlings, and nearly all were within 200 bp (Fig. 1f)^23^. TSSs identified by csRNA-seq were also similar to those identified by 5′ GRO-seq in *Physcomitrium patens*, *Chlamydomonas reinhardtii* and *Selaginella moellendorffii* (Extended Data Fig. 4f–h).

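5′ GRO-seq maps the capped 5′ ends of RNAs made by engaged polymerases in a nuclear run-on. In P. patens, the strongest 5′ GRO-seq position lay within 5 bp of the strongest csRNA-seq position in 52.5% of the 16440 TSRs that had a 5′ GRO-seq read (51.8 to 53.3%). In C. reinhardtii the share was 46.9% of 9311 TSRs (45.8 to 47.9%). Random positions drawn within the same TSRs came that close in 7.25% and 7.31% of cases. The strongest positions coincided exactly in 39.6% of the P. patens TSRs and in 33.2% of those of C. reinhardtii. The 5′ GRO-seq data held 2001627 reads in P. patens and 3447999 and 1298889 reads in the 2 C. reinhardtii libraries.

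For S. moellendorffii the share within 5 bp was 59.3% of 24353 TSRs (58.7 to 59.9%), against 7.35% for random positions. Its deposited 5′ GRO-seq file is identical to its total RNA-seq file, so which assay these reads come from is not known.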

To further validate our csRNA-seq TSSs, we examined their association with the chromatin and epigenomic landscape^18,48,49^. As expected for active TSSs, chromatin accessibility (assayed by transposase-accessible chromatin using sequencing (ATAC-seq)) peaked just upstream of csRNA-seq-captured TSSs in both *A. thaliana* (Fig. 1g) and maize (Extended Data Fig. 4i). Histone modifications associated with transcription initiation, such as histone H3 lysine 27 acetylation and H3 lysine 4 trimethylation^50,51^, were found downstream of csRNA-seq TSSs (Fig. 1g and Extended Data Fig. 4i). Regions of transcription initiation were also enriched in genomic regions annotated to be associated with transcription and were mainly found at promoter regions (Fig. 1h). 

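In A. thaliana, 61.7% of the TSRs in cells, 70.0% in leaves and 80.5% in seedlings were annotated to a promoter, the sense strand within 275 bp of an annotated 5′ end, with TSRs that the tables class under single-exon genes counted apart. Among TSRs initiating stable transcripts, the promoter share was 69.2% in cells, 75.5% in leaves and 80.0% in seedlings.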

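Promoter TSRs made up 60.1% of all TSRs on average over the 12 plant sample types (SD 16.2). The share was highest in C. reinhardtii, at 86.4%, and lowest in S. moellendorffii, at 34.9%. It was 72.6% in P. patens, 47.8% in papaya and 36.5% in barley, where the separate class of single-exon genes held another 5314 of 23906 TSRs. In maize it was 67.0% in 7-day-old leaves, 60.1% in roots, 53.4% in shoots and 49.9% in adult leaves. Stable TSRs alone averaged 66.4% (SD 13.8), and unstable TSRs 39.5% (SD 22.8).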

Sites of transcription initiation across plant species revealed a similar pattern to *A. thaliana*, with the majority of TSSs located within annotated promoter regions (Extended Data Fig. 5 and Supplementary Table 2). In addition, csRNA-seq showed efficient and specific enrichment of 5′-capped RNA polymerase II transcripts, with only a small percentage of reads mapping to non-chromosomal regions such as plastids or mitochondria (Fig. 1i). Thus, csRNA-seq accurately captures actively initiated transcripts and their TSSs in diverse plant species and tissues.

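Plastid and mitochondrial reads were counted in each A. thaliana library over all its reads. In cells they made up 1.70% and 0.821% of csRNA-seq reads, against 16.1% and 14.2% of total RNA-seq reads. In leaves the shares were 49.7% and 18.6% for csRNA-seq and 71.4% and 71.1% for total RNA-seq. Seedlings had 20.7% and 23.6% in csRNA-seq and 25.0% and 28.9% in total RNA-seq. Over the 6 libraries of each assay, the means were 19.2% (SD 17.9) and 37.8% (SD 26.5), and within each tissue both total RNA-seq libraries lay above both csRNA-seq libraries. With libraries permuted within tissue, the difference was past the threshold (exact two-sided permutation test over 216 groupings, p = 0.00926), and with all 12 permuted regardless of tissue it was not (924 groupings, permutation p = 0.197). In leaf csRNA-seq replicate 1, plastid reads alone made up 48.1%. The deposited maize, C. reinhardtii and P. patens read positions include no organelle sequence. From the position of TSSs, their chromatin context and the share of organelle reads, the paper concludes that csRNA-seq captures actively initiated transcripts and their TSSs accurately across plant species and tissues.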

In eukaryotes, most genes display dispersed transcription initiation from multiple TSSs within 20–100 bp in the same promoter or enhancer, classically defined as *cis*-acting DNA sequences that modulate the transcription of genes^52–54^. Therefore, and to avoid implying functionality of studied regulatory regions beyond initiating transcription, we will hereafter jointly refer to all strand-specific individual or clusters of TSSs within 200 bp as transcription start regions (TSRs; Fig. 2a)^54,55^. The number of detected TSSs and TSRs varied from about 60,000 TSSs in 6,500 TSRs in yeast to about 165,000 TSSs in 60,000 TSRs in human H9 cells (Fig. 1b and Supplementary Table 1). Among plant species, we observed a range of TSRs and TSSs, from 12,600 TSRs with 48,000 TSSs in *C. reinhardtii* to 30,000 TSRs with up to 88,000 TSSs in some monocots (for example, barley). 

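The 12 plant tables held from 12161 TSRs in C. reinhardtii to 29221 in maize shoots, with a mean of 20028 (SD 5140). The A. thaliana tables held 20178 TSRs for cells, 15980 for leaves and 12818 for seedlings. The other eudicot, papaya, had 20555, the moss P. patens 19144 and the lycophyte S. moellendorffii 24978. Among the monocots, barley had 23906 TSRs, and maize had 21481 in adult leaves, 15893 in 7-day-old leaves and 24026 in roots.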

Varying analysis parameters only has minor effects on the number of TSRs defined (Extended Data Fig. 6a). Using a high confidence threshold (10 normalized reads or greater), we identified in total >380,000 TSRs with >1.25 million TSSs. This comprehensive atlas provides a valuable resource for studying transcription and gene regulation in plants, spanning over 1.5 billion years of evolution.

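The deposited plant tables hold 240341 TSRs at this threshold. With the 2 fruit fly tables the total is 261816. The human, rice and fungal tables, which the paper's total includes, were not used here.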

**Fig. 2:**
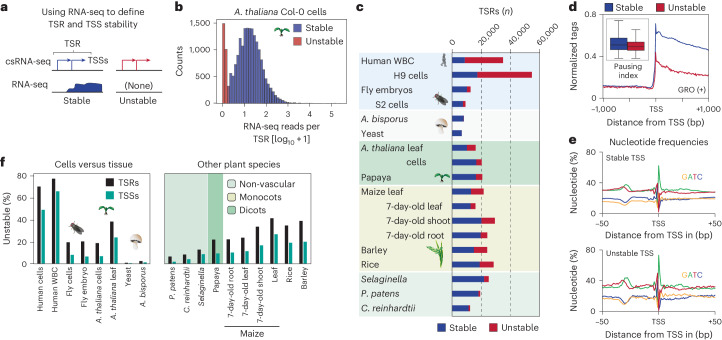
Unstable RNAs are infrequent in plants. **a**, Schema of how transcript stability was determined by integrating total RNA-seq read counts from −100 bp to +500 bp with respect to the major TSSs within TSRs identified by csRNA-seq. **b**, Distribution of RNA-seq reads per million within −100 bp to +500 bp relative to the main TSS of each TSR, plotted as [log_10_ + 1]. **c**, Summary of the number of stable and unstable TSRs in each sample analysed. **d**, GRO-seq signal (positive strand only) in *A. thaliana*^23,30^ in proximity to the TSS of stable and unstable transcripts. Inset: calculated pausing index (reads within −100 bp to +300 bp of the TSS divided by the reads from +301 bp to +3,000 bp; see Methods). Box plots show median values and the interquartile range. Whiskers show minimum and maximum values, excluding outliers. **e**, Metaplot of nucleotide frequency with respect to the +1 TSS as defined by csRNA-seq for stable and unstable transcripts in *A. thaliana*. **f**, Percentage of TSRs and TSSs initiating unstable transcripts across all species and tissues assayed.

### Unstable RNAs are infrequent in plants

csRNA-seq captures active transcription initiation, and thus all RNAs on the continuous scale ranging from highly unstable to very stable (Extended Data Fig. 2). To infer transcript stability, we performed total RNA-seq, which reports stable, steady-state RNAs. We then estimated transcript stability by quantifying total RNA-seq reads near csRNA-seq TSSs (Fig. 2a)^56^. This approach is independent of genome annotations, which vary drastically in quality among the species studied. 

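Total RNA-seq, made from RNA depleted of ribosomal RNA and sequenced in pairs, reports the RNA that accumulates. The authors counted its reads on the strand of each TSR from 100 bp upstream to 500 bp downstream of the main TSS, scaled to 10000000 reads, and the tables give this value. Read positions of total RNA-seq were deposited for 10 of the plant sample types and for fly embryos. A. thaliana had 2 libraries per tissue, with 15663822 and 12610613 reads in cells, 1180485 and 1386520 in leaves, and 5731444 and 7645973 in seedlings. C. reinhardtii had 10668102 and 11243834 reads, and 7-day-old maize leaves 1987598 and 2059678. The other sample types had 1 library each, of 34557124 reads in papaya, 15616682 in barley, 23200296 in P. patens, 4785059 in maize root and 2947254 in maize shoot. Total RNA-seq of maize adult leaves was not analysed here, and the S. moellendorffii file is identical to that of its 5′ GRO-seq.

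The stability calls of the tables are used unless stated otherwise. To check them, total RNA-seq reads were counted again in the same window from the deposited positions. Recounting gave the same call at every TSR of A. thaliana leaves, C. reinhardtii, barley, maize roots, 7-day-old maize leaves and fly embryos. It did so at 29220 of the 29221 TSRs of maize shoots, 20550 of the 20555 of papaya, 95.7% of the TSRs in A. thaliana cells, 88.8% in seedlings and 95.6% in P. patens, where 705 of the 1170 unstable calls were unstable again. The calls of the cells were identical to those from total RNA-seq replicate 1 used alone, whereas neither total RNA-seq library of the seedlings, alone or pooled, nor the 1 library of P. patens gave all the calls of their tables.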

TSSs of unstable RNAs have few-to-no strand-specific RNA-seq reads downstream (for example, Fig. 1d), whereas stable RNAs are readily detected by RNA-seq (for example, Fig. 1c ref. ^39^). On the basis of the observed bimodal distribution plotting csRNA-seq/total RNA-seq coverage (Fig. 2b) as well as previous analyses^39,43,47^, we defined unstable RNAs as having less than 2 per 10 million RNA-seq reads within −100 bp to +500 bp of the major TSSs within the TSR.

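Because total RNA-seq depth differed, the threshold stood for a different number of reads in each sample type. It equalled 5.65 reads in A. thaliana cells with both libraries pooled and 3.13 reads in replicate 1 alone. It equalled 2.68 reads in seedlings and 0.513 in leaves, so that 1 read was enough for a stable call in leaves, while a count of 0.5 was not. In maize it equalled 0.809 reads in 7-day-old leaves, 0.957 in roots and 0.589 in shoots. In papaya, P. patens, C. reinhardtii and barley it equalled 6.91, 4.64, 4.38 and 3.12 reads.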

The number of TSRs initiating stable transcripts varied between ~7,000 and 21,000 and was comparatively similar across all species analysed (Fig. 2c and Extended Data Fig. 6b). By contrast, the number and percentage of TSRs and TSSs yielding unstable transcripts varied up to 100-fold. 

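TSRs initiating stable transcripts numbered from 7834 in A. thaliana seedlings to 21908 in S. moellendorffii, with a mean of 15118 over the plant sample types (SD 4331). There were 16527 in A. thaliana cells, 10036 in leaves, 16200 in papaya, 11198 in C. reinhardtii, 14865 in barley and 17974 in P. patens. Maize had 12856 in adult leaves, 12539 in 7-day-old leaves, 19439 in roots and 20036 in shoots. The fruit fly tables held 7299 in S2 cells and 10033 in embryos.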

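TSRs initiating unstable transcripts numbered from 963 in C. reinhardtii to 9185 in maize shoots, with a mean of 4911 (SD 2822). Some had scores far above the median of stable TSRs, which was 115.4 in A. thaliana cells, 112 in leaves and 96.6 in seedlings. The unstable promoter TSR of A. thaliana cells with the highest score was that of AT5G55660, at 2986 csRNA-seq and 0.64 total RNA-seq reads, both scaled. That of AT2G31710 followed with a score of 2405.5 and no total RNA-seq read, and the cells' highest 5 also included GSTT1 (AT5G41210), a glutathione transferase, and RPS28 (AT5G64140), a ribosomal protein gene. In leaves the highest was MBD1 (AT4G22745), a methyl-CpG-binding domain protein, with a score of 10791 and 1.95 scaled total RNA-seq reads, just under the threshold. AT4G35940 had 8203 and no total RNA-seq read. In seedlings FKBP12 (AT5G64350), a peptidyl-prolyl isomerase, had 5285 and no total RNA-seq read, and SHD (AT4G24190), an endoplasmic reticulum chaperone, had 4058 and 1.56.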

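In fruit flies, 18.9% of the TSRs of S2 cells (18.1 to 19.7%) and 19.6% of those of embryos (18.9 to 20.3%) initiated unstable transcripts. There were 1698 unstable TSRs in S2 cells and 2445 in embryos.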

In humans, the majority of TSRs produced unstable transcripts (up to 75%), whereas in fruit flies this frequency was about 20% and in the fungi, yeast and *A. bisporus*, it was less than 2% (Fig. 2c, Extended Data Fig. 6b,c and Supplementary Table 1). 

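The plant sample types averaged 24.3% unstable TSRs (SD 12.4, n = 12). The lowest shares were 6.11% in P. patens (5.78 to 6.46%), 7.92% in C. reinhardtii (7.45 to 8.41%) and 12.3% in S. moellendorffii (11.9 to 12.7%). Papaya had 21.2% (20.6 to 21.8%). Barley, at 37.8% (37.2 to 38.4%), and A. thaliana seedlings, at 38.9% (38.0 to 39.7%), were in the upper part of the range. In C. reinhardtii, total RNA-seq replicate 1 used alone gave 37.6% and replicate 3 gave 5.50%. For seedlings, recounting from both deposited total RNA-seq libraries gave 27.6%.

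**Figure D1:**
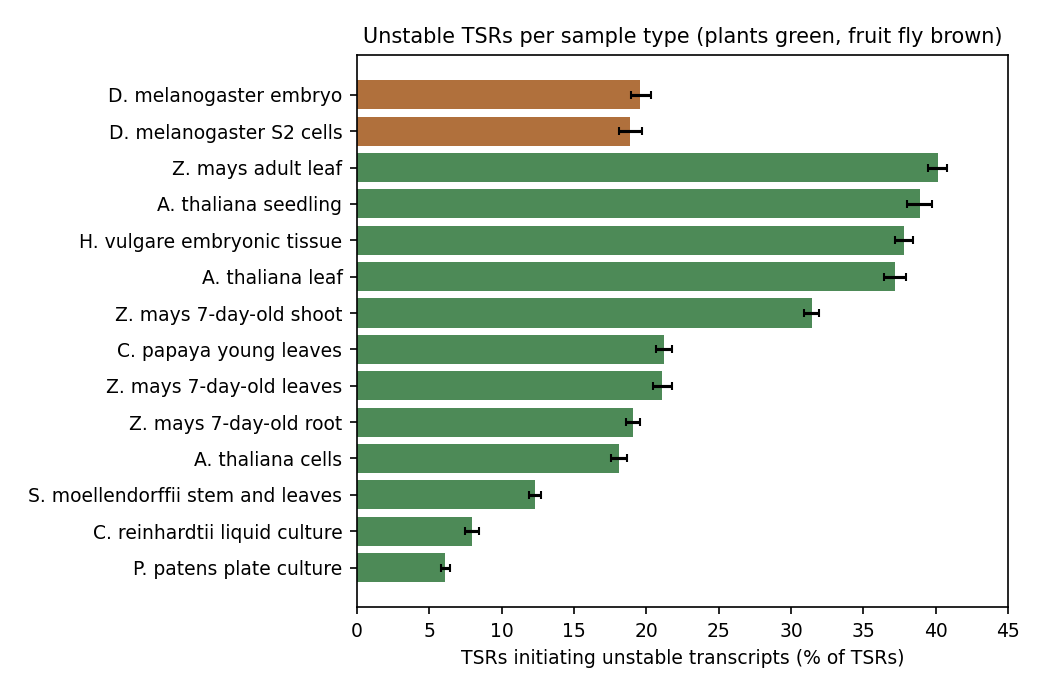
Share of TSRs initiating unstable transcripts in each sample type, as a percentage of its TSRs, with 95% Wilson intervals as error bars. Among plants, P. patens has the lowest bar and maize adult leaf the highest, and both fruit fly bars lie between 18 and 20%.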

In plants, this percentage ranged from 6% to 40%. 

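The 4 maize tissues differed by more than the counting error of their shares. In maize adult leaves 40.2% of the TSRs initiated unstable transcripts (39.5 to 40.8%), in shoots 31.4% (30.9 to 32.0%), in 7-day-old leaves 21.1% (20.5 to 21.7%) and in roots 19.1% (18.6 to 19.6%). Either total RNA-seq library of the 7-day-old leaves used alone gave a higher share than the pool, 33.1% with replicate 1 and 24.8% with replicate 2. The adult leaves, roots and shoots had no replicate of total RNA-seq here.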

There was also variability in the proportion of unstable transcripts among different tissues within the same organism, for example, in different maize tissues (Fig. 2c and Extended Data Fig. 6b,c).

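Thinning the total RNA-seq reads of A. thaliana cells to fewer nuclear reads raised the number of TSRs with fewer than 1 total RNA-seq read. With 23613168 nuclear reads kept, 7.66% of the TSRs of cells had fewer than 1, with 5903292 reads 12.5%, with 1475823 reads 23.0%, and with 368956 reads 47.2%. Halving the leaf reads raised the share from the deposited data's value to 53.1%. Across the 10 sample types with deposited total RNA-seq, the unstable share fell with the log of total RNA-seq reads, but not beyond chance (Pearson's r = −0.443, permutation p = 0.194; Spearman's rho = −0.442, permutation p = 0.204). Without A. thaliana leaf and maize shoot, the 2 sample types farthest from the median depth, r was −0.185.

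**Figure D2:**
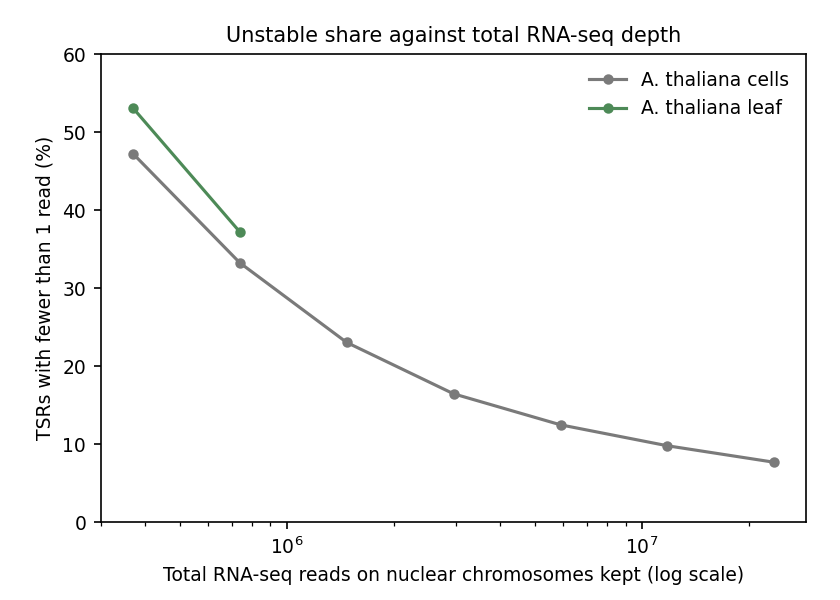
Share of TSRs with fewer than 1 total RNA-seq read, in percent, against the number of total RNA-seq reads on nuclear chromosomes kept (log scale), for A. thaliana cells and leaf. The share of the cells, from both libraries pooled, decreases from 47.2% to 7.66% as reads increase. The leaf points lie above those of the pooled cells at the same number of reads. With replicate 1 of the cells alone, which is not drawn, the share at the leaf's depth was 41.9%, against 37.2% in leaf.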

Importantly, these numbers probably present the upper limit of unstable transcripts. csRNA-seq is orders of magnitude more sensitive than RNA-seq in detecting recently activated, short or weakly expressed loci^39^. As a result, TSRs that in fact produce stable RNAs could be misclassified as producing unstable RNAs. To mitigate the methodological bias, we focused our analysis, where possible, on simple tissues in near-quiescent states, such as mature leaves and cultured cells. Nevertheless, it is probable that the true number of TSRs producing unstable transcripts is lower than what we are reporting.

Unstable transcripts could result from premature termination before RNA polymerase II pause release^38^. As csRNA-seq alone cannot discern between this scenario and rapid degradation postinitiation^26^, we integrated published GRO-seq data from *A. thaliana* leaves and seedlings^23,30^. GRO-seq maps engaged RNA polymerases genome wide in a strand-specific manner^34^. Comparing RNA polymerase distribution near TSSs relative to gene bodies (pausing index, reads within −100 bp to +300 bp of the TSS divided by the reads from +301 bp to +3,000 bp^57^) found a modest decrease in RNA polymerase occupancy near TSSs of unstable transcripts compared with stable ones (Fig. 2d). By contrast, TSRs producing unstable RNAs were enriched for TSS-proximal polyadenylation cleavage sites and depleted of RNA splice sites (Extended Data Fig. 7). These findings suggest that, in line with the absence of canonical promoter-proximal pausing in plants^38^, transcript instability is potentially driven by premature degradation related to RNA processing^58,59^ rather than termination dependent on pausing.

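In A. thaliana cells, the polyadenylation signal AATAAA occurred within 500 bp downstream of the main TSS in 37.5% of unstable TSRs and in 2873 of 16520 stable TSRs (Fisher's exact test, p = 2.64e-144, adjusted p = 1.06e-143 over 4 sequence elements). Windows with shuffled dinucleotides held it in 39.4% and 25.0%, so base composition alone placed it more often downstream of unstable TSRs. At promoter TSRs alone the signal occurred in 21.9% of unstable and 14.4% of stable windows (Fisher's exact test, adjusted p = 4.44e-09), and in leaves in 22.7% and 15.0%. The splice donor sequences GTAAG or GTGAG occurred in 49.8% of unstable and 50.3% of stable windows (Fisher's exact test, p = 0.661, adjusted p = 0.881). At promoter TSRs this donor sequence was more frequent in unstable windows (54.8% against 51.1%, Fisher's exact test, adjusted p = 0.0371), and over 1000 bp it was more frequent in stable ones (78.8% against 74.1%, adjusted p = 1.11e-09).

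Annotated splice donors within 500 bp were found at 22.8% of unstable and 55.8% of stable TSRs in cells, a gap of 32.9 percentage points (11.4% and 56.6% with recounted stability). The gap averaged 19.4 points over the plant sample types (SD 14.0). It was 7.41 points in leaves. In seedlings it had the opposite sign, −13.6, with donors at 75.8% of unstable and 62.2% of stable TSRs, and −11.4 with recounted stability.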

Importantly, although unstable transcripts were on average more weakly initiated than stable ones (Extended Data Fig. 6d), the DNA sequence composition surrounding TSRs initiating stable and unstable transcription was highly similar (Fig. 2e). 

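Stable TSRs had higher csRNA-seq scores than unstable TSRs in each of the 12 plant sample types, on average 3.22-fold by the ratio of medians. The mean log2 ratio was 1.62 (SD 0.47), with an exact sign-flip permutation p of 4.88e-04, the smallest that 12 values allow. Tissues of 1 species are not independent, which this test does not take into account. The stability call rests on total RNA-seq reads and not on RNA per initiation, so weakly initiating TSRs fall under its threshold more easily. The direction of the difference was thus partly set by the definition. The median score in A. thaliana cells was 115.4 for stable and 26.5 for unstable TSRs, a log2 ratio of 2.12. The ratio was largest in P. patens, at 2.54, and smallest in A. thaliana seedlings, at 0.75.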

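An initiator dinucleotide, a pyrimidine at −1 and a purine at +1, was present at 96.7% of stable and 96.7% of unstable main TSSs in A. thaliana cells (p = 0.959 from Fisher's exact test, difference 0.0201 percentage points), against 21.1% and 22.7% in shuffled windows. A TATA box, scored as TATAWA starting 36 to 25 bp upstream, was more frequent at unstable TSRs, at 22.0% against 15.1% (Fisher's exact test, p = 9.28e-23, adjusted p = 1.86e-22). Shuffled windows held it at 1.75% and 0.599%. At promoter TSRs alone the TATA box was found at 16.9% of unstable and 13.4% of stable TSRs (Fisher's exact test, adjusted p = 0.00446).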

TSRs of both groups had hallmarks of canonical *cis*-regulatory elements, including a TATA box and initiator core promoter signature, emphasizing that these unstable TSRs are not just transcriptional noise. Furthermore, de novo motif analysis^60^ of sequence motifs in proximity to TSSs (−150 bp, +50 bp, relative to the TSS) initiating stable or unstable transcripts also revealed similar occurrences of transcription factor binding sites (*r* > 0.95; Extended Data Fig. 7). These results not only emphasize that both stable and unstable TSSs captured by our method are bona fide TSSs, but also suggest that similar regulatory mechanisms support the initiation of stable and unstable transcripts in plants.

Unstable transcripts are often cell type-specific^14^, which may compromise their detection in complex samples. To address this notion, we compared the detection of TSRs initiating rapidly degraded transcripts across samples with varying cell type complexities. 

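In A. thaliana cells 18.1% of the TSRs (17.57 to 18.63%) and in leaves 37.2% (36.5 to 37.9%) initiated unstable transcripts. The gap was 19.1 percentage points. Counted by gene, with a gene called stable if any of its promoter TSRs was, promoter TSRs of photosynthesis genes were stable throughout, at 25 genes in cells and 33 in leaves. Those of cell cycle genes were stable at 23 of 26 genes in cells and at 2 of 5 in leaves, and of the 3 with a promoter TSR in both tissues, 2 were stable in cells only and 1 in leaves only. Heat shock genes were stable at 3 of 3 in cells and at 1 of 7 in leaves, and of the 3 in both, 1 was stable in both and 2 in cells only. MCM5 (AT2G07690), a subunit of the replicative helicase, was stable in cells and unstable in leaves, as was HSP17.6II (AT5G12020), a small heat shock protein gene.

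Each total RNA-seq library used alone kept the direction, with 18.1% and 18.3% in cells and 36.8% and 33.2% in leaves. Leaf libraries held 337396 and 400516 nuclear reads, far fewer than those of the cells. With the reads of the cells thinned to the leaf's nuclear depth and TSRs with fewer than 1 read taken as unstable, the gap was 3.96 points, with 33.2% in cells. With replicate 1 of the cells alone it turned to −4.68 points.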

In cultured *A. thaliana* Col-0 cells, approximately 18% of all TSRs initiated unstable transcripts compared with 37% in leaves. About 19% and 20% of TSRs yielded unstable RNAs in fruit fly S2 cells and in 0–12 h embryos, respectively; 0.5% versus 2% were unstable in single-cell yeast versus the multicellular mushroom *A. bisporus*; and 68% and 75% were unstable in human H9 versus white blood cells (Fig. 2f). Thus, there was no substantial difference in the percentage of TSRs or TSSs initiating unstable RNAs in complex versus simpler tissues across kingdoms (Fig. 2f, Extended Data Fig. 6c and Supplementary Table 1). These data argue that the previously reported under-representation of unstable RNAs in plants^23^ is unlikely due to their limited detectability in complex tissues. 

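In fruit flies, the cultured S2 cells and the embryos differed little in their unstable shares by the calls of the tables, and their counting intervals overlapped. Recounted, the embryo share was 12.8% with a threshold of 1 and 27.6% with 4, and that of S2 cells was not recounted. In A. thaliana the whole seedlings had the highest unstable share of the 3 sample types by the calls of the tables. In their 2 total RNA-seq libraries 60.9% and 54.1% of the reads lay on chromosome 3, against 20.7% and 21.2% in cells. These reads count in the total that the threshold is scaled by, and whether they raised the seedling share was not tested. Recounted from the 2 deposited total RNA-seq libraries, the seedling share was 27.6%, below that of leaves. From the shares in simple and complex samples of plants, flies, fungi and humans, the paper concludes that tissue complexity makes no substantial difference, and it reasons that limited detection in complex tissues is unlikely to account for the scarcity of unstable RNAs in plants.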

Although we consistently captured unstable RNAs in diverse plant species, fruit flies and fungi, our data propose that unstable transcription is much less prevalent in all these organisms than in humans.

### Origins of plant unstable transcripts

Studies in vertebrates have described several classes of unstable RNAs, including short, bidirectional eRNAs, promoter-divergent transcripts, and others^41,58,61,62^. As genomic locations of origin were often used to classify these transcript types, rather than functional assays, we compared the genomic locations of unstable RNAs in *A. thaliana* Col-0 cells and human H9 cells for which high-quality reference gene annotations are available. In total, we found 3,651 TSRs initiating unstable transcripts in *A. thaliana* compared with 37,315 in humans. Although this number is about the same when normalizing for genome size, it is important to consider that with 16,527 in *A. thaliana* versus 17,268 in humans, a similar number of stable transcripts was expressed in both species (Fig. 2c).

Whereas unstable transcripts from promoter divergent or antisense transcription were prominent in humans, unstable transcripts in plants predominantly originated from promoters in sense (Fig. 3a,b). Approximately 27% of TSRs producing unstable transcripts in *A. thaliana* initiated in the sense orientation from annotated gene 5′ ends, compared with 17.8% in humans (Fig. 3a). These promoters in *A. thaliana* were often tissue-specific but were not enriched for specific pathways or gene sets (Extended Data Fig. 6e). 

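Sense initiation from annotated gene 5′ ends accounted for 1010 of the unstable TSRs of A. thaliana cells, 27.7%. They were a small part of that class, since 8.11% of its 12447 TSRs (7.65 to 8.61%) were unstable. In leaves 3606 unstable TSRs (60.7%) and in seedlings 4043 (81.1%) had this origin. At equal total RNA-seq reads, the 2 libraries of the cells differed in this class, with 8.56% unstable from replicate 1 and 3.04% from replicate 3.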

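Of the unstable promoter TSRs of A. thaliana cells, 41.8% (422 of 1010) had no overlapping TSR in leaves or seedlings, against 18.7% (2144 of 11437) of the stable ones. The difference of 23.0 percentage points was past Fisher's exact test (p = 1.04e-57), taken over TSRs. With recounted stability the shares were 56.1% of 487 unstable and 19.2% of stable TSRs, and with absence defined as fewer than 2 csRNA-seq reads per 10000000 in both leaves and seedlings they were 11.98% and 3.05%, a difference of 8.93 points. Split by csRNA-seq score, the difference was seen in the lower quartiles. In the lowest quartile it was 16.9 points and in the second 10.5, while in the third it was −0.534 and in the highest −1.95 (Fisher's exact test, p = 1 and p = 0.796). In gene groups fixed before the data were examined, a gene was called unstable only if none of its promoter TSRs was stable. In cells this held for 3 of 26 cell cycle genes, 3 of 14 primary miRNA genes and 1 of 8 snRNA and snoRNA genes. It also held for 1 of 2 wounding and jasmonate genes and 1 root marker. It held for none of the 25 photosynthesis, 10 auxin response, 7 circadian clock, 7 core histone, 5 hypoxia and 3 heat shock genes with a promoter TSR.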

Approximately 7.3% of unstable RNA initiation events were promoter proximal and divergent, compared with 15.3% in human cells (Fig. 3a and Extended Data Fig. 6f). 

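Divergent initiation from gene starts gave 277 unstable TSRs in A. thaliana cells, 7.59% of the unstable TSRs. Unstable transcripts were more common in this class than at sense promoters, since 51.5% of its 538 TSRs (47.3 to 55.7%) were unstable. Antisense initiation at gene starts gave 63 (1.73%), or 37.3% of its class (30.3 to 44.8%). These calls rest on total RNA-seq replicate 1, whose reads fall on both strands. At equal reads it placed 52.0% of the divergent and 40.2% of the antisense TSRs among the unstable ones, and the strand-specific replicate 3 placed 71.4% and 62.1% there. In leaves 256 divergent and 82 antisense TSRs were unstable, 69.8% and 68.9% of their classes.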

Another 1.5% and 5.4% in *A. thaliana* and humans, respectively, were within 300 bp downstream of the TSS and therefore TSS antisense.

**Fig. 3:**
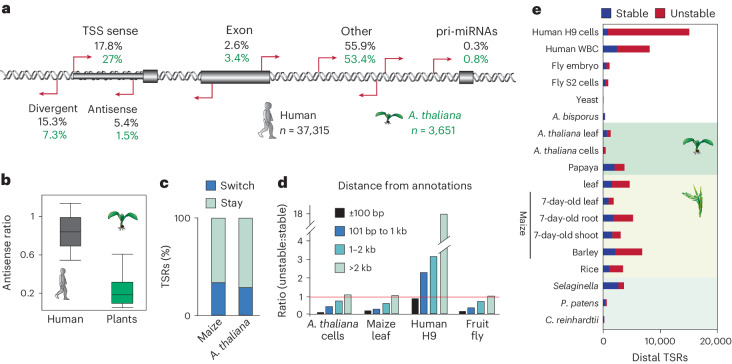
Distinct origins of stable and unstable transcripts in humans, plants and other species. **a**, Classification of TSRs producing unstable transcript genomic sites in human H9 cells and *A. thaliana* Col-0 cells, relative to current annotations (Araport11 or gencode.42). TSS = ±275 bp of 5′ gene annotation in sense direction; TSS antisense, within the TSS region but antisense; TSS divergent, initiating from −1 bp to −275 bp to the TSS. **b**, Ratio of promoter-proximal antisense transcription reveals most plant but not human unstable transcripts to initiate in the sense direction. Ratio of TSRs in antisense to genome-annotated gene 5′ ends (−275 bp to +275 bp relative to the annotated TSS) divided by the number of total TSRs that mapped to annotated TSS. Boxes show median values and the interquartile range. Whiskers show minimum and maximum values, excluding outliers. **c**, Percentage of TSRs that switch between initiating stable and unstable transcripts among *A. thaliana* Col-0 cells and leaves, maize adult leaves, and 7-day-old leaves, shoot and roots. **d**, Number of TSRs initiating unstable divided by stable transcripts relative to distance to genome annotations by regions (1) ±100 bp, (2) 101–1,000 bp, (3) 1,001–2,000 bp and (4) >2,000 bp for *A. thaliana*, fruit fly S2, human cells and maize leaves. **e**, Number of TSRs >2,000 bp from annotations that initiate stable or unstable transcripts. pri-miRNAs, primary miRNAs.

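Single-exon genes accounted for 242 unstable TSRs in A. thaliana cells, or 6.63% of the unstable TSRs, and 11.9% of the TSRs in this class (10.5 to 13.3%) were unstable. Of 369 annotated snRNA and snoRNA genes, 8 had a promoter TSR in cells and 7 in leaves, with 1 and 3 of them unstable. SNOR37-2 (AT4G15258), on chromosome 4 from 8713226 to 8713353, was stable in cells and unstable in leaves. Its initiation was lower in cells, at 34.9 ± 18.6 CPM against 404 ± 116 in leaves (SD, n = 2 each; log2 fold change −3.53, standard error 0.57, adjusted p = 9.09e-04 from edgeR). Of the 11 genes of this list that were tested, 2 were higher in cells, 1 was lower and 8 did not pass, with the same counts when adjusted over the list alone. Without cells replicate 1, 1 was higher and 5 lower, without cells replicate 2, 2 and 4, and without leaf replicate 2, 1 and 1.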

We found that 2.7% of human and 6.6% of *A. thaliana* TSR-producing unstable RNAs annotated to single-exon transcripts such as small nuclear RNA and small nucleolar RNA. These short transcripts are inefficiently captured by total RNA-seq due to their small size and therefore may not be truly unstable^39^. 

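Of 326 annotated primary miRNA genes, 14 had a promoter TSR in A. thaliana cells, 7 in leaves and 5 in seedlings. These were unstable at 3, 5 and 2 genes. MIR168a (AT4G19395), whose product targets AGO1, was stable in cells and unstable in leaves, and its initiation was lower in cells (17.5 ± 4.92 against 169 ± 51.7 CPM, SD, n = 2 each; log2 fold change −3.27, standard error 0.51, adjusted p = 7.70e-04 from edgeR). MIR865 (AT5G15833), also stable in cells and unstable in leaves, was higher in cells, at 126 ± 34.2 against 15.4 ± 6.00 (log2 fold change 2.97, standard error 0.52, adjusted p = 0.00141 from edgeR). MIR861 (AT3G48201), whose promoter TSR was called in seedlings only, had more csRNA-seq reads there in cells than in leaves, by 5.09 on the log2 scale (standard error 0.58, adjusted p = 1.53e-04 from edgeR). Of the 16 genes of this list that were tested, 7 were higher in cells than in leaves, 3 were lower and 6 did not pass the test, with 7 higher and 3 lower when adjusted over the list alone.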

Some TSRs initiating unstable RNAs were found in the proximity of genes encoding miRNAs (Fig. 3a), probably presenting primary miRNA promoters. Only 2.6% of human TSRs and 3.4% *A. thaliana* TSRs producing unstable RNAs were in genic exons.

Therefore, most TSRs that produce unstable RNAs were outside annotated regions in both human H9 cells (55.9%, ~21,000 TSRs) and *A. thaliana* Col-0 cells (53.4%, ~1,950 TSRs) (Fig. 3a). However, as detailed below, many of these ‘distal loci’ in plants—but not humans—also initiated stable transcripts in other tissues. Furthermore, it is important to reiterate that, given the higher sensitivity of csRNA-seq over RNA-seq^39^, many of the promoter sense transcripts classified as unstable could be newly activated genes or non-coding RNAs, suggesting that the true number of unstable RNAs found in plants would be even lower than what we are reporting.

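In A. thaliana cells 1936 unstable TSRs, 53.0%, lay outside gene starts and exons, and 44.4% of the TSRs there (42.9 to 45.9%) were unstable. The exon classes together held 3.37%. In leaves the TSRs outside these classes made up 20.8% of the unstable TSRs, and in seedlings 6.74%.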

### Many plant TSRs give rise to stable and unstable transcripts

To determine if TSRs can switch between initiating RNAs that are stable or rapidly degraded, we compared transcript stabilities across the different samples of a given species. 

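Stability calls were compared at TSRs that overlap on the same strand. Of 10925 TSRs shared by A. thaliana cells and leaves, 3106 had different calls, 28.4% (27.6 to 29.3%). The change ran mostly 1 way: 2878 were unstable in leaves only and 228 in cells only, and 593 were unstable in both. Cells and seedlings differed at 35.0% and leaves and seedlings at 28.1% of their shared TSRs. Among 24394 maize TSRs found in at least 2 of the 4 tissues, 7456 differed between tissues, 30.6% (30.0 to 31.1%). Pairs of maize tissues differed at 16.4% (7-day-old leaves and shoots) to 23.6% (adult leaves and shoots). With the total RNA-seq of the cells thinned to the leaf's nuclear depth, 2340 TSRs were unstable in leaves only and 970 in cells only.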

We found that about 28.4% of TSRs in *A. thaliana* and 33.4% in maize switched in at least one condition, whereas the remainder consistently produced only stable or unstable transcripts (Fig. 3c). Thus, many TSRs can give rise to stable or rapidly degraded transcripts, often in a tissue-specific context, corroborating the notion that RNA stability is largely controlled postinitiation^36,58^.

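Total RNA per initiation was compared directly at TSRs called in both tissues, as the interaction of assay and tissue in edgeR. Between A. thaliana cells and leaves, 11 TSRs had more total RNA per initiation in cells and 7 had less, of 10709 tested (1967 at an unadjusted p under 0.05, and 306 by DESeq2). Among the highest were SHM4 (AT4G13930), a serine hydroxymethyltransferase, with a log2 difference of 8.27 (standard error 0.99, adjusted p = 0.0317 from edgeR), AT5G46430, with 7.99 (standard error 1.17, adjusted p = 0.0424), and ABCC1 (AT1G30400), a vacuolar transporter, with 6.36 (standard error 0.78, adjusted p = 0.0317). TRIP-1 (AT2G46280), with 5.80, and GAPA (AT3G26650), a chloroplast glyceraldehyde-3-phosphate dehydrogenase, with 5.61, followed at an adjusted p of 0.0424 each. SHM4 had 812 and 1048 total RNA-seq reads in cells and 5 and 7 in leaves. These are raw counts, from 13140076 and 10824000 nuclear reads in cells but 337396 and 400516 in leaves, so they overstate the difference in RNA. The log2 difference in RNA per initiation also takes in the change of csRNA-seq signal between the tissues, which these counts do not show. None of the TSRs passed the test when any 1 leaf library was left out, and 404 did without csRNA-seq replicate 2 of the cells, 160 without their total RNA-seq replicate 1 and 2 without their replicate 3.

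Between cells and seedlings, 627 TSRs had more total RNA per initiation in cells and 423 had less, of 9755 tested. Among the highest were AT3G11120, AT3G48570 and AT2G19740, each stable in cells and without any total RNA-seq read in seedlings. EXT3 (AT1G21310), a cell wall extensin, had less in cells by −5.65 on the log2 scale (standard error 1.44, adjusted p = 0.0333 from edgeR), and LARP6b (AT2G43970), an RNA-binding protein, by −4.73 (standard error 0.70, adjusted p = 0.00666). These calls depended on the seedling libraries: without total RNA-seq replicate 3 of the seedlings none passed and without replicate 1 12 did, and without csRNA-seq replicate 1 or 2 of the seedlings 81 and 134 did. They also numbered 311 without total RNA-seq replicate 3 of the cells, and 2043 and 2072 without csRNA-seq replicate 1 or 2 of the cells. From TSRs that switch between stable and unstable transcripts among tissues, the paper concludes that many TSRs can give rise to either, often in a tissue-specific context, and ties this to the notion that RNA stability is largely controlled after initiation.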

Given these findings, we also explored the spatial relationship between TSRs and annotations across species. 

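Within 100 bp of an annotated gene 5′ end, TSRs initiating stable transcripts were the large majority in A. thaliana cells, 11608 against 1036. Those 1036 made up 28.4% of the unstable TSRs (26.9 to 29.9%), and the share was 17.9% with recounted stability. The corresponding shares of unstable TSRs were 62.0% in A. thaliana leaves, 28.9% in maize adult leaves (27.9 to 29.8%), 42.1% in 7-day-old maize leaves (40.4 to 43.7%) and 47.4% in fruit fly S2 cells (45.0 to 49.8%). The mean over the plant sample types was 39.4% of unstable TSRs (SD 21.2), against 62.6% of stable TSRs (SD 14.7).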

Despite a notable proportion of TSR-initiating unstable transcripts being within 100 bp of annotated gene 5′ ends (28% in *A. thaliana* cells, 50% in maize leaves and 64% in fruit fly S2 cells), proportionally, these regions predominantly generated stable transcripts (Fig. 3d and Extended Data Fig. 6h). Conversely, in humans, a comparable number of TSRs generating stable and unstable transcripts were within 100 bp of annotations.

Across all species examined, the more distal a TSR was from annotated gene 5′ ends, the higher was its likelihood to produce an unstable transcript. However, unlike in humans for which the majority of TSRs within 2 kb of annotations yielded unstable transcripts, most TSRs within this range in plants and flies were stable. 

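The unstable share rose with distance to annotation in each of the 12 plant sample types. It averaged 16.3% within 100 bp of an annotated gene 5′ end (SD 10.9), 25.0% from there to 1 kb (SD 13.6), 36.9% between 1 and 2 kb (SD 14.9) and 51.7% farther away (SD 17.3). In A. thaliana cells the shares were 8.19%, 28.3%, 40.9% and 50.8%. In fruit fly S2 cells they were 12.3%, 25.0%, 39.9% and 49.2%.

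**Figure D3:**
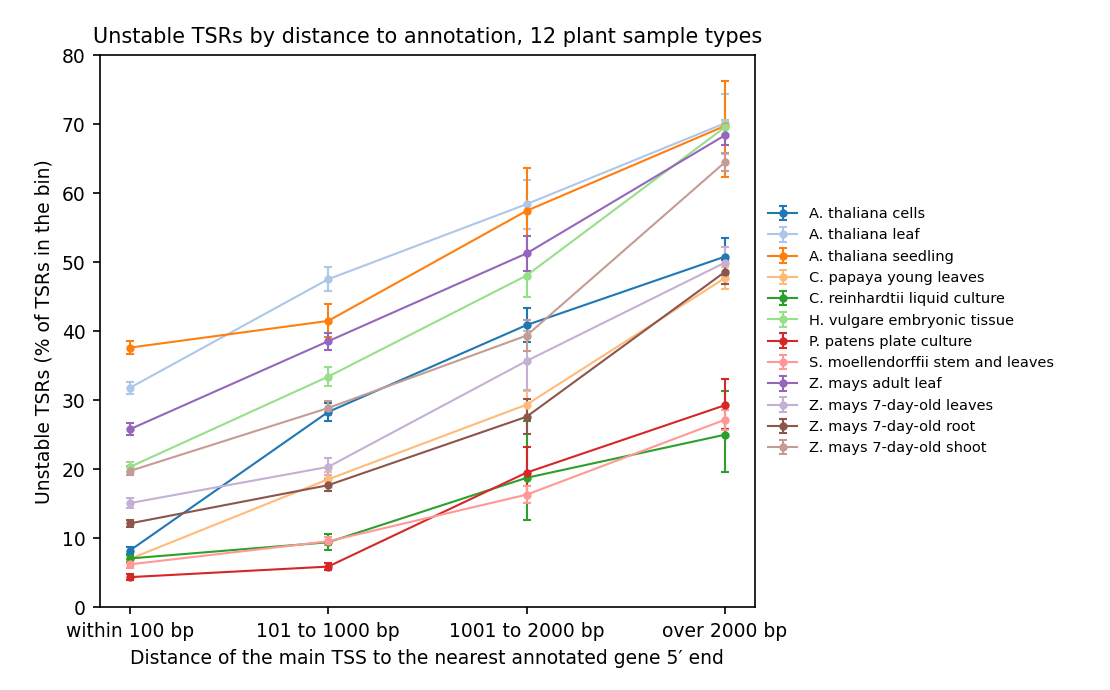
Share of TSRs initiating unstable transcripts, in percent, in 4 bins of distance from the main TSS to the nearest annotated gene 5′ end, for the 12 plant sample types, with 95% Wilson intervals. Each line rises from the first bin to the last, from a mean of 16.3% to 51.7%.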

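In 12 of 12 plant sample types, most TSRs within 2 kb of an annotated gene 5′ end initiated stable transcripts. Between 1 and 2 kb alone this did not hold everywhere: 58.4% of the TSRs in A. thaliana leaves, 57.4% in seedlings and 51.3% in maize adult leaves were unstable there. In S. moellendorffii that share was 16.3%.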

Even >2 kb from annotations, close to half the TSRs generated stable transcripts in our plant and fly samples (Fig. 3d). These findings caution against presuming distal transcripts to be inherently unstable; many distal TSRs initiate stable RNAs in plants and thus may be promoters of unannotated genes or non-coding RNAs (Fig. 3d). Indeed, we identified 19,397 distal TSRs in plants that initiated stable RNAs. Together, our results suggest that unannotated promoters and cell-type-dependent stability are probably the major source of apparently unstable transcripts in plants and that bona fide unstable RNAs are much rarer in plants than in humans.

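Beyond 2 kb, 25.0% of the TSRs in C. reinhardtii, 27.2% in S. moellendorffii and 29.3% in P. patens were unstable. In papaya the share was 47.7%, in maize roots 48.6% and in 7-day-old maize leaves 49.9%. In maize shoots, maize adult leaves and barley it was 64.5%, 68.4% and 69.6%, and in A. thaliana seedlings and leaves 69.8% and 70.1%. Fruit fly embryos had 50.5%.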

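Over the 12 plant tables, 13846 stable TSRs and 17714 unstable TSRs had their main TSS more than 2 kb from the nearest annotated gene 5′ end, counting each sample type's TSRs separately. The stable ones were most numerous in S. moellendorffii (2648), barley (2074), papaya (1945) and maize shoots (1856), and fewest in A. thaliana seedlings (49). In A. thaliana cells there were 636. By the tables' own label of proximal and distal TSRs, the stable distal TSRs numbered 33483. From the many stable distal TSRs and the calls that change between tissues, the paper proposes that unannotated promoters and cell-type-dependent stability are the main source of apparently unstable transcripts in plants.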

### Canonical vertebrate enhancers are rare in plants

Most human promoters and enhancers start transcription in both forward and reverse directions, often from distinct core promoters^36,63^. In contrast to this predominantly bidirectional nature of transcription initiation in humans, we observed that transcription was largely initiated unidirectionally in plants, flies and fungi (Fig. 4a,b and Extended Data Fig. 8a). 

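Unidirectional TSRs, stable or unstable, averaged 70.5% of the TSRs over the 12 plant sample types (SD 12.3). P. patens had the highest share, 86.5%, followed by maize adult leaves with 83.7% and barley with 81.1%. A. thaliana cells had the lowest, 49.4%, with 21.1% of their TSRs stable with an unstable partner on the opposite strand. The share was 67.0% in A. thaliana leaves and 71.0% in seedlings. In fruit flies it was 52.8% in S2 cells and 46.3% in embryos.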

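TSRs with unstable transcripts on both strands averaged 4.79% over the plant sample types (SD 2.87). The share was 0.486% in P. patens, 0.839% in C. reinhardtii, 6.94% in A. thaliana cells and 8.97% in A. thaliana seedlings, the highest. Of those in A. thaliana cells, 15.4% lay within 100 bp and 74.2% within 2 kb of an annotated gene 5′ end. When both partners had to be called TSRs, unstable and within 500 bp of each other, the mean share was 0.743%. Where recounted in plants outside A. thaliana, opposite-strand total RNA-seq reads in the window were 0.538 (barley) to 0.790 (C. reinhardtii) times those on the TSR's strand. What this does to these shares was not tested. In A. thaliana cells at equal reads, the strand-specific replicate 3 called 71.4% of divergent TSRs unstable and replicate 1 called 52.0%. At sense gene starts they called 3.04% and 8.56%.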

On average, only 4.7% of TSRs in plants initiated bidirectional unstable transcripts, most of which were promoter proximal (Fig. 4a,b). For instance, in *A. thaliana* leaves, 62% and 91% of bidirectional TSRs were within 100 bp and 2 kb of annotated 5′ ends, respectively (Extended Data Fig. 8b,c).

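A. thaliana leaves had 1311 TSRs with unstable transcripts on both strands. Of these, 704 (53.7%) lay within 100 bp of an annotated gene 5′ end and 1239 (94.5%) within 2 kb.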

**Fig. 4:**
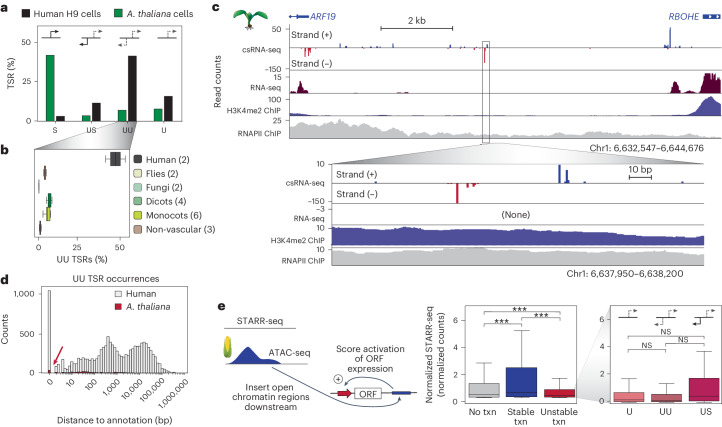
Vertebrate-like enhancers are rare in plants and have less enhancer activity than promoters. **a**, Overview of TSR directionality and type in human H9 cells and *A. thaliana* Col-0 cells. Initiation styles are defined as follows: S, TSR is stable and unidirectional; US, TSR produces an unstable sense transcript and a stable antisense transcript; UU, TSR produces unstable sense and antisense transcripts; and U, TSR is unstable and unidirectional. **b**, Average percentage of bidirectional unstable transcription in samples from humans (H9 cells and WBC), fruit flies (embryos and S2 cells), fungi (*S. cerevisiae* and *A. bisporus*), dicots (*A. thaliana* cells and leaf and papaya), monocots (maize, rice and barley) and non-vascular plants (*Selaginella*, *P. patens*, and *C. reinhardtii*). Boxes show median values and the interquartile range. Whiskers show minimum and maximum values, excluding outliers. Numbers in parentheses indicate number of samples in the group. **c**, Example of 1 of 72 distal TSRs in *A. thaliana* leaves initiating unstable bidirectional transcription. **d**, Distribution of distance to nearest genome annotations for all TSRs initiating unstable bidirectional transcription; annotations in human H9 and *A. thaliana* Col-0 cells. **e**, Overview of the STARR-seq assay (left) that measures the ability of DNA regions, here all open chromatin regions in maize captured by ATAC-seq^18^, cloned downstream of a minimal promoter to enhance its transcription. Enhancer function, as measured by STARR-seq promoter activity (scaled by 100), was subgrouped by csRNA-seq in tissue-defined TSR type (no, stable or unstable transcription initiation). Regions initiating unstable transcription were further subgrouped by their initiation styles (U, UU, US). Boxes show median values and interquartile range, with whiskers showing minimum and maximum values (excluding outliers). One-way ANOVA and Tukey’s honestly significant difference (HSD) test were used. ***P < 0.0005, adjusted *P* value calculated by Tukey’s HSD. Left box plot: no transcription (txn) versus stable (adjusted *P* = 2.665 × 10^−14^), no txn versus unstable (adjusted *P* = 1.356 × 10^−5^) and stable versus unstable (adjusted *P* = 3.486 × 10^−14^). Right box plot: U versus UU (adjusted *P* = 0.1802), U versus US (adjusted *P* = 0.8886), and UU versus US (adjusted *P* = 0.5130). Chr1, chromosome 1; NS, not significant; ORF, open reading frame; RNAPII, RNA polymerase II.

Although there were definite instances of distal bidirectional initiation of unstable transcripts in plants, reminiscent of canonical mammalian eRNAs (Fig. 4c), they were rare and probably too few to serve as reliable markers for plant enhancers. For instance, only 361 (1.8%) and 72 (0.5%) TSRs in *A. thaliana* Col-0 cells and leaves, respectively, initiated distal bidirectional unstable transcripts. In contrast, 9,318 (17%) of TSRs in human H9 cells initiated bidirectional unstable transcripts that were >2 kb from annotated gene 5′ ends (Fig. 4d and Extended Data Fig. 8d). This difference is not simply due to genome size or gene density: even in monocots with large genomes, the number of distal, unstable and bidirectional initiation events varied between only 400 and 857 events, representing a maximum of 3.2% of TSRs (Extended Data Fig. 8d). 

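The strongest distal TSR with unstable transcripts on both strands in A. thaliana cells lay on chromosome 3 from 22175229 to 22175379 on the minus strand, 4424 bp from the annotated 5′ end of AT3G60040, its nearest gene, with a score of 818.5. Others lay near BBD1 (AT1G75380), a nuclease gene, and NCED2 (AT4G18350), an enzyme of abscisic acid synthesis, each with a score of 669. In leaves the strongest lay on chromosome 3 from 20642789 to 20642939, 2032 bp upstream of AT3G55646, with a score of 879.4. In seedlings it lay on chromosome 5 from 9832500 to 9832650, 2232 bp from the 5′ end of AT5G27760, with a score of 3363.5. Another lay 2056 bp upstream of AOX1D (AT1G32350), an alternative oxidase, with 926.6. Upstream of ARF19 (AT1G19220), an auxin response factor, cells had such a TSR from 6637959 to 6638109 on chromosome 1, 4947 bp from its 5′ end and with a score of 217.3.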

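Distal TSRs with unstable transcripts on both strands numbered 361 in A. thaliana cells, 1.79% of the TSRs (1.62 to 1.98%), and 72 in leaves, 0.451% (0.358 to 0.567%). Seedlings had 27, papaya 421, P. patens 12 and C. reinhardtii 2. The 12 plant tables held 3468 together.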

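Barley had 762 distal TSRs with unstable transcripts on both strands, 3.19% of its TSRs. Maize had 831 in shoots (2.84%), 376 in adult leaves (1.75%), 233 in roots (0.970%) and 225 in 7-day-old leaves (1.42%). How total RNA-seq reads on both strands affect these counts was not tested. From these counts and those in A. thaliana and human cells, the paper concludes that such TSRs, a hallmark of vertebrate enhancers, are rare in plants.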

As such, distal TSRs initiating bidirectional unstable transcription, a hallmark of vertebrate enhancers^12^, are rare in plants.

### Promoters may function as enhancers in plants

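The data of 7-day-old maize leaves consisted of 2 csRNA-seq, 2 small RNA and 2 total RNA-seq libraries, aligned by the authors with HISAT2. Their table holds the csRNA-seq reads of the pooled libraries per TSR, and the median TSR had 4 counts in replicate 1 and 12 in replicate 2. The STARR-seq data were not analysed here.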

To explore the functionality of the distal transcription initiation events that we detected in plants, we generated csRNA-seq data matching published STARR-seq data from maize 7-day-old leaves^18^. In this assay, open chromatin regions were cloned downstream of a minimal promoter and their ability to enhance transcription was quantified^64^. The majority (92%) of the csRNA-seq TSRs were covered by the STARR-seq library, indicating effective coverage of the maize genome (Extended Data Fig. 9a). Notably, we found that TSRs initiating stable transcription showed the strongest enhancer activity in plants. Transcription activity, as assayed by csRNA-seq, was overall positively correlated with STARR-seq enhancer activity (*r* = 0.49; Extended Data Fig. 9b). Consistent with these findings, regions with high STARR-seq activity were enriched for binding sites for strong activators like GATA or EBF factors, whereas inactive regions were enriched for binding sites of repressors including *RPH1*, *HHO3* and *ARID* (At1g76110; Extended Data Fig. 9c). These findings suggest that the competence of a regulatory element to recruit RNA polymerase II contributes to its enhancer activity, as assessed by STARR-seq. However, most promoters and even more TSRs producing unstable RNAs showed little STARR-seq enhancer activity (Extended Data Fig. 9d), and STARR-seq enhancer activity was also observed for many open chromatin regions that were transcriptionally inactive (Fig. 4e).

Although vertebrate enhancers are commonly marked by unstable bidirectional transcription (eRNAs), initiation from the upstream STARR-seq promoter in plants was most strongly enhanced by TSRs that initiated stable RNAs (Fig. 4e). TSRs producing unstable RNAs had weak enhancer activity, with TSRs producing vertebrate enhancer-like bidirectional unstable transcripts, on average, showing the weakest activity (UU in Fig. 4e and Extended Data Fig. 9b). Among all TSRs with unstable RNAs, those that had stable transcription initiating from a close TSR upstream showed the highest enhancer activity (US in Fig. 4e). Similar results were obtained using non-tissue-matched *A. thaliana* data^65^ (Extended Data Fig. 9e). Furthermore, in contrast to flies, in which bidirectional but not unidirectional promoters were reported to often act as potent enhancers^37^, both uni- and bidirectional promoters showed similar STARR-seq activity in maize (Extended Data Fig. 9d). Together, these findings underscore the blurred line between the *cis*-regulatory potential of promoters and ‘enhancers’, suggesting that enhancers are a heterogeneous group, and highlight distinct features of plant transcription.

## Discussion

By interrogating initiating transcripts across a wide range of organisms, we discovered that unstable transcripts are rare in plants, and in fact, also in fruit flies and some fungi, compared with mammals. Although the number or percentage of identified unstable transcripts is dependent on analysis thresholds and probably developmental stages, our comparative approach shows that distal bidirectional initiation of unstable transcripts, which is a hallmark of vertebrate enhancers, is rare in plants. Unstable transcripts predominantly originated from unidirectional promoter regions in plants^23^ and we identified numerous distal regulatory elements that initiated stable transcripts, making them bona fide promoters.

These findings suggest that a considerable portion, if not the majority, of unstable RNAs in plants may arise from promoters of either known or unannotated genes or non-coding RNAs^66^, cautioning against presuming transcript stability or enhancers based solely on genome reference annotations. Our comparative analyses also highlight vertebrates as rather distinct in respect to the scale and function of unstable transcription and suggests that the canonical transcribed vertebrate enhancer is just one of many types of enhancer. Moreover, given that diverse types of putative enhancer were observed across all species investigated, this invites speculation that untranscribed enhancers may also play a yet-to-be thoroughly investigated role in vertebrates.

This study should also provide a notable resource to the scientific community. Aside from a comprehensive collection of TSS data paired with total RNA-seq and small RNA-seq (csRNA-seq input) for an array of plant species, tissues and cells, our study shows that csRNA-seq can help to refine genome annotations^67^, readily captures the entire active RNA polymerase II transcriptome in plants and across eukaryotes, and serves as a proof of concept for how csRNA-seq opens up new opportunities to advance our understanding of gene regulation. For instance, csRNA-seq can be readily applied to investigate ongoing transcription in a wide range of scientifically or agriculturally important field samples and tissues, allowing for the decoding of gene regulatory networks implicated in biotic or abiotic stress responses. Caution, however, should be taken in defining transcripts as unstable based on the lack of total RNA-seq signal as the orders-of-magnitude-higher sensitivity of csRNA-seq to detect newly active loci could result in false positives.

Our findings also shed light on the discussion surrounding the role and existence of vertebrate-like eRNAs in plants^24,25,28^ and further blur the line between the concepts of canonical promoters and enhancers. Although distal loci initiating bidirectional unstable transcripts were found in all plant species studied (Fig. 4 and Extended Data Fig. 8d), they were rare and, in some instances, initiated stable transcripts in other tissues or samples from the same plant. Combining csRNA-seq^39^ with STARR-seq^18,64^ showed that genomic regions initiating stable transcription function as stronger enhancers in this assay than those initiating unstable transcription. Intriguingly, among plant TSRs, those resembling mammalian-like enhancers, defined as initiating bidirectional unstable transcription, showed the weakest activating properties in STARR-seq (Fig. 4e and Extended Data Fig. 9). However, we cannot rule out that these regions show enhancer functions by other means not assayed by STARR-seq, such as opening chromatin or impacting spatial or temporal gene activity. In addition, it is important to add that the number of distal TSRs initiating unstable transcription are probably too few to make up all plant enhancers. Although enhancers defined by eRNAs vastly outnumber genes in humans^68^, only a few were observed in plants.

It is notable that many regions that did not initiate transcription in the plant genome, as assayed by csRNA-seq, showed stronger STARR-seq enhancer activity than TSRs producing unstable RNAs (Fig. 4e and Extended Data Fig. 9e). Furthermore, unidirectional plant promoters, on average, displayed similar enhancer activity to bidirectional ones. Contrasting these observations with findings in mammals^13,14^ or flies, in which bidirectional promoters were reported to often act as potent enhancers whereas unidirectional promoters generally cannot^37^, suggests that plant promoters may possess distinct attributes. However, it is also possible that gene regulatory elements form a continuum and that different species or gene regulatory contexts preferentially leverage different parts of it. Although ‘canonical vertebrate enhancers’ with eRNAs may be prevalent in some animals, reports of processed eRNAs^14,16,17^, enhancers functioning as context-dependent promoters^69^ and the important role of enhancers serving as promoters in the birth of new genes^70^ speak to such a continuum and enhancers representing a heterogeneous group of regulatory elements^54,71–73^. If true, this continuum hypothesis would propose that there may also be untranscribed regions or unidirectional promoters that function as enhancers in other species, including humans.

## Methods

### Plant material and growth conditions

*A. thaliana* Col-0 mature leaves were collected from plants grown as described^49^. *A. thaliana* Col-0 suspension cells^74^ were kindly grown by Dr Ashley M. Brooks in 250 ml baffled flasks containing 50 ml of growth medium (3.2 g l^−1^ Gamborg’s B-5 medium, 3 mM MES, 3% [vol./vol.] Suc, 1.1 mg l^−1^ 2,4-dichlorophenoxyacetic acid)^74^ and provided as a frozen pellet. The cultures were maintained at 23 °C under continuous light on a rotary shaker (160 rpm). For *A. thaliana* seedlings, seeds were sterilized using vapour-phase sterilization (exposed to 100 ml bleach + 3 ml concentrated HCl in a vacuum chamber for 3 h) and then approximately 20–40 seeds per plate were sown on 1× MS plates (SKU:092623122; MP Biomedicals) and stratified for 3 days at 4 °C in the dark. Plates were transferred to a growth room and grown for 6 days in long-day conditions (16 h light, 8 h dark). After 6 days, seedlings from each plate were collected into Eppendorf tubes containing a metal ball bearing and immediately flash frozen in liquid nitrogen. Tissue was ground using the Qiagen TissueLyser II, at 30 s^−1^ frequency for 1.5 min twice. RNA was purified using the Zymo Direct-zol RNA MiniPrep kit (R2050). Barley (*Hordeum vulgare*) RNA was isolated by Dr Pete Hedley from embryonic tissue (including mesocotyl and seminal roots; EMB) isolated from grain tissues 4 days past germination^75^. *Physcomitrium* (*Physcomitrella*) *patens* (Gransden) was grown on plates with BCDA medium in a growth cabinet at 21 °C under 16 h light. *S. moellendorffii* was purchased online from Plant Delights Nursery and grown at the window under normal daylight for 1 week before isolating RNA from stems and leaves. *Carica papaya* was purchased from the store and seeds were grown in soil for 6 weeks before leaves were collected. *C. reinhardtii*, which was kindly provided by Dr Will Ansari and Dr Stephen Mayfield (University of California (UC) San Diego), was grown to late logarithmic phase in TAP (Tris–acetate–phosphate) medium at 23 °C under constant illumination of 5,000 lux on a rotary shaker. Adult second and third leaves from *Zea mays* L. cultivar B73 were kindly provided by Dr Lauri Smith (UC San Diego). Plants were grown in 4 inch pots in a greenhouse (temperature, 23 °C–29 °C) without supplemental lighting or humidification (humidity in the 15 h following inoculation ranged between 70% and 90%) year round in La Jolla, CA. RNA from *Z. mays* L. cultivar B73 7-day-old shoot, root and leaves was extracted in the Schmitz Laboratory (University of Georgia) as described in ref. ^18^.

### csRNA-seq library preparation

csRNA-seq was performed as described in ref. ^39^. Small RNAs of ~20–60 nt were size selected from 0.4–3 µg of total RNA by denaturing gel electrophoresis (catalogue number EC68852BOX). The 20–60 nt size limit excludes the smallest steady-state RNA found in these species (62 nt) and 5′-capping selection ensures the capture of RNA polymerase II transcripts, thus enriching initiating RNA polymerase II transcripts^39^. A 10% input sample was taken aside and the remainder was enriched for 5′-capped RNAs. Monophosphorylated RNAs were selectively degraded by 1 h incubation with Terminator 5′-Phosphate-Dependent Exonuclease (TER51020; Lucigen). Subsequently, RNAs were 5′ dephosphorylated through 90 min total incubation with thermostable QuickCIP (M0525L; NEB) in which the samples were briefly heated to 75 °C and quickly chilled on ice at the 60 min mark. Input (small RNA) and csRNA-seq libraries were prepared as described in ref. ^23^ using RppH (M0356; NEB) and the NEBNext Small RNA Library Prep kit (E7560S). RppH cleaves polyphosphates like the 5′ cap, leaving a 5′ monophosphate on RNA that is required for 5′ monophosphate-dependent 5′ adaptor ligation by RNA ligase 1 (see NEBNext kit for details). Libraries were amplified for 11–14 cycles.

### 5′ GRO-seq library preparation

5′ GRO-seq was performed as described by ref. ^23^. Please note that obtained data vary in quality.

### Total RNA-seq library preparation

Strand-specific, paired-end libraries were prepared from total RNA by ribosomal depletion using the Ribo-Zero Gold Plant rRNA Removal Kit (20020599; Illumina). Samples were processed following the manufacturer’s instructions.

### Sequencing information

csRNA-seq libraries were sequenced on an Illumina NextSeq 500 instrument in the Benner Laboratory or, as for the total RNA-seq libraries, using a NovaSeq S6000 at the IGM Genomics Core at UC San Diego. Information on read counts and alignment statistics can be found in Supplementary Table 4.

### Data analysis

A list of genomes and annotations is provided in Supplementary Table 5.

### csRNA-seq data analysis

TSRs, TSSs and their activity levels were determined by csRNA-seq and analysed using HOMER v.4.12 (ref. ^39^). Additional information, including analysis tutorials are available at https://homer.ucsd.edu/homer/ngs/csRNAseq/index.html. TSR files for each experiment were added to the Gene Expression Omnibus data.

csRNA-seq (~20–60 nt) and total small RNA-seq (input) sequencing reads were trimmed of their adaptor sequences using HOMER (‘batchParallel.pl ‘homerTools trim -3 AGATCGGAAGAGCACACGTCT -mis 2 -minMatchLength 4 -min 20’ none -f {csRNA_fastq_path}/*fastq.gz’) and aligned to the appropriate genome using Hisat2 (ref. ^76^) (‘hisat2 -p 30 --rna-strandness RF --dta -x {hisat2_genome_index} -U {path_rimmed_csRNA or sRNA} -S {output_sam} 2> {mapping_stats}’). Hisat2 indices were generated for each genome using ‘hisat2-build -p 40 genome.dna.toplevel.fa {Hisat2_indexfolder}’ except barley, which required addition of ‘--large-index’. HOMER genomes were generated using ‘loadGenome.pl -name {Homer_genome_name} -fasta {species.dna.toplevel.fa} -gtf {species.gtf}’. Only reads with a single, unique alignment (mapping quality ≥ 10) were considered in the downstream analysis. The same analysis strategy was also used to reanalyse previously published TSS profiling data to ensure the data were processed in a uniform and consistent manner, with the exception of the adaptor sequences, which were trimmed according to each published protocol. Tag directories were generated as described in the csRNA-seq tutorial. We automated the process for all species by first generating an infofile.txt and then generating them in a batch as follows.

for species in species_list:

 !ls $sam_path/*.sam> $sam_path'samNames.txt'#list all sam files and save them to the list

 samNames = pd.read_csv(sam_path +'samNames.txt', sep='\t', names = ['samFile']) #read in file and name the column of interest

 tagDirName = samNames['samFile'].str.split('(-r[1|2|3|4|5|6|7|8|9|10|11])', n=1, expand = True) #generate a new column with the truncated name = the name I want for the tagdir

 tagDirName.columns = ['1', '2','toss'] #name columns

 tagDirName_concat = tagDirName[['1','2']].apply(lambda x: None if x.isnull().all() else ';'.join(x.dropna()), axis=1) #no avoid empty rows give nan

 tagDirName_concat = pd.DataFrame(tagDirName_concat, columns = ['tagDirs']) #remake df

 tagDirName_concat['tagDirs'] = tagDirName_concat['tagDirs'].str.replace('.sam','').str.replace(sam_path,'').str.replace('/',tagdir_path).str.replace(';','') #first remove sam from files that lack-r, then remove the fastq path but add the tagDirs path

 mkDirsFile = pd.concat([tagDirName_concat['tagDirs'], samNames['samFile']], axis=1, Sort=False) #save as a txt for the next command but ignore the header and index

 mkDirsFile.to_csv(infoFile_path, sep = '\t', index = False, header=False)

 mkTagDirs = f'batchMakeTagDirectory.pl {infoFile_path} -cpu 50 -genome {genome} -omitSN -checkGC -fragLength 150 -single -r'

 !{mkTagDirs}

The number of biological replicates generated for each species and sample type are as follows: *A. thaliana* cells, *n* = 2; *A. thaliana* leaves, *n* = 2; *A. thaliana* 6-day-old seedlings, *n* = 2; *C. papaya*, *n* = 2; *C. reinhardtii*, *n* = 2; fruit fly embryos, *n* = 1; fruit fly S2 cells, *n* = 1; *H. vulgare*, *n* = 1; *P. patens*, *n* = 1; *S. moellendorffii* stem and leaves, *n* = 2; *Z. mays* adult leaf, *n* = 2; *Z. mays* young leaves, *n* = 2; *Z. mays* shoot, *n* = 1; and *Z. mays* root, *n* = 1. Comparisons among the biological replicates are shown in Extended Data Fig. 10.

TSSs and TSRs were analysed in this study. TSRs, which comprise one or several closely spaced individual TSSs on the same strand from the same regulatory element (that is, ‘peaks’ in csRNA-seq), were called using findcsRNATSS.pl^39^ (‘findcsRNATSS.pl {csRNA_tagdir} -o {output_dir} -i {sRNA_tagdir} -rna {totalRNA_tagdir} -gtf {gtf} -genome {genome} -ntagThreshold 10’). findcsRNATSS.pl uses short input RNA-seq, total RNA-seq (Ribo0) and annotated gene locations to find regions of highly active TSSs and then eliminate loci with csRNA-seq signals arising from non-initiating, high-abundance RNAs that nonetheless are captured and sequenced by the method (for more details, see ref. ^39^). Replicate experiments were first pooled to form meta-experiments for each condition before identifying TSRs. Annotation information, including gene assignments, promoter distal, stable transcript and bidirectional annotations are provided by findcsRNATSS.pl. To identify differentially regulated TSRs, TSRs identified in each condition were first pooled (union) to identify a combined set of TSRs represented in the dataset using HOMER’s mergePeaks tool using the option -strand. The resulting combined TSRs were then quantified across all individual replicate samples by counting the 5′ ends of reads aligned at each TSR on the correct strand. The raw read count table was then analysed using DESeq2 to calculate normalized rlog-transformed activity levels and identify differentially regulated TSRs^77^.

TSSs were called using getTSSfromReads.pl (‘getTSSfromReads.pl -d {csRNA_tagdir} -dinput {sRNA_tagdir} -min 7 > {output_file}’^39^). To ensure high-quality TSSs, at least 7 per 10^7^ aligned reads were required and TSSs were required to be within called TSRs (subsequently filtered using mergePeaks ‘mergePeaks {TSS.txt} {stableTSRs.txt} -strand -cobound 1 -prefix {stable_tss}’ or ‘mergePeaks {TSS.txt} {unstableTSRs.txt} -strand -cobound 1 -prefix {unstable_tss}’). Furthermore, TSSs that had higher normalized read density in the small RNA input sequencing than csRNA-seq were discarded as a likely false positive TSS location. These sites often include miRNAs and other high-abundance RNA species that are not entirely depleted in the csRNA-seq cap-enrichment protocol. In most cases, TSRs were analysed (that is, to determine motifs or describe the overall transcription activity of regulatory elements) but, when indicated, single-nucleotide TSS positions were independently analysed (that is, to determine motif spacing to the TSS).

Annotation of TSS or TSR locations to the nearest gene was performed using HOMER’s annotatePeaks.pl program using GENCODE as the reference annotation^60^.

Genomic positions with sequence tags were extracted from HOMER tagDirectories using getTSSfromReads.pl with parameter -min 0 using published data^36,63^ and data generated in this study. These positions were then merged with TSRs (mergePeaks -strand) and number of regions and tags were counted (Extended Data Fig. 3a,b). Histograms were generated using seaborn histplot with log_10_, binwidth = 0.1 (Extended Data Fig. 3c–f).

TATA box motif distribution plots (Extended Data Fig. 3g,h) for tags within or outside of called TSRs were generated using HOMER (annotatePeaks.pl {file} tair10 -size 150 -hist 1 -m ~/HOMER/motifs/CPE/TATAWAAR.motif). Distance was calculated for each unique nucleotide position (0).

Strand-specific and other IGV and genome browser files were generated using ‘makeUCSCfile {tag_directory_name} -strand + -fragLength 1 -o {tag_directory_name}.bedGraph’ where the tag_directory could be csRNA-seq or 5′ GRO-seq data from any species or tissue.

### 5′ GRO-seq and GRO-seq analysis

Published and generated 5′ GRO-seq and GRO-seq data were analysed as described for csRNA-seq and small RNA-seq above. 5′ GRO-seq peaks were called using HOMER’s ‘findPeaks {5GRO_tagdirectory} -i {GRO_tagdirectory} -style tss -F 3 -P 1 -L 2 -LP 1 -size 150 -minDist 200 -ntagThreshold 10 > 5GRO_TSRs.txt’. A detailed explanation of each parameter can be found at http://homer.ucsd.edu/homer/ngs/tss/index.html.

### RNA-seq analysis

Paired-end total ribosomal, RNA-depleted RNA-seq libraries were trimmed using skewer (‘time -p skewer -m mp {read1} {read2} -t 40 -o {trimmed_fastq_output}’)^78^ and aligned using Hisat2 (ref. ^76^) to ensure all data were processed as similarly as possible (‘hisat2 -p 30 --rna-strandness RF --dta -x {hisat2_index} -1 {trimmed_RNAseq_R1} -2 {trimmed_RNAseq_R2} -S {output_sam} 2> {mapping_file}’). In this article, total RNA-seq was exclusively used to determine RNA stability as described in the csRNA-seq analysis.

### Chromatin immunoprecipitation with massively parallel DNA sequencing analysis

Tag directories were generated for paired-end sequenced chromatin immunoprecipitation (ChIP-seq) libraries as described for total RNA-seq. Peaks were called using HOMER’s **‘**findPeaks {ChIP_tagdir} -i {ChIP_inout_tagdir} -region -size 150 -minDist 370 > ChIP_peaks.txt’.

Quantification of histone modifications associated with each TSS was performed from +1 bp to +600 bp to capture the signal located just downstream from the TSS. When reporting log_2_ ratios between read counts, a pseudocount of ‘1 read’ was added to both the numerator and denominator to avoid dividing by 0 errors and buffer low intensity signal.

### ATAC-seq analysis

ATAC-seq data were analysed as described for csRNA-seq but trimmed using CTGTCTCTTATACACATCT.

### Motif correlation of stable and unstable TSRs

Motifs were defined using HOMER and our 151-motif library using stable or unstable TSRs as foreground and the other as background (‘findMotifsGenome.pl {stable_TSS_file} {species_fa} {species_tss}_stable/ -bg {UNstable_TSS_file} -mask -p 40 -size -150,50 -mset all -S 15 -len 10 find MotifsGenome.pl {UNstable_TSS_file} {species_fa} {species_tss}_UNstable/ -bg {stable_TSS_file} -mask -p 40 -size -150,50 -mset all -S 15 -len 10’). Frames were concatenated and the correlation calculated using the pandas.corr function (https://zenodo.org/record/7794821#.ZD1rA3bMKUk).

### Transcript stability switch analysis

Transcript stability was determined as unstable if <2 reads per 10^7^ total RNA-seq reads were within −100 bp, +500 bp of the main TSS of the TSR. In *A. thaliana* we compared cells and adult leaves to identify transcripts that had differential stability among the conditions; in maize we used adult leaves, 7-day-old seedling leaves, 7-day-old seedling roots and 7-day-old seedling shoots. For the plots (Fig. 3c; sns.pointplot) we limited our analysis in maize to 7-day-old shoot versus root.

### Mapping statistics calculation

All outputs (‘<2’) from Hisat2 were copied into a mappingstats folder and summarized using the following custom code:

mappingStats_dict = {"Library":[],"Reads":[], "Adapter reads":[],"Aligned 0 times":[],"Aligned 1 time":[],"Aligned >1 times":[], "Adapters %":[],"Aligned 0 times %":[],"Aligned 1 time %":[],"Aligned >1 times%":[],"Alignment rate":[]}

for mapping_file in os.listdir('mappingstats_folder'):

- if mapping_file.endswith('_mappingstats.txt'):
  - mapping_frame = pd.read_csv(mappingstats_folder + mapping_file, sep='\t')
  - library = mapping_file.split('.fastq')[0]
  - reads = (mapping_frame.loc[0][0]).split(' ')[0]
  - aligned_0 = (mapping_frame.loc[2][0]).split(' (')[0].split(' ')[-1]
  - aligned_0percent = (mapping_frame.loc[2][0]).split('(')[1].split(')')[0]
  - aligned_1 = (mapping_frame.loc[3][0]).split(' (')[0].split(' ')[-1]
  - aligned_1percent = (mapping_frame.loc[3][0]).split('(')[1].split(')')[0]
  - aligned_more = (mapping_frame.loc[4][0]).split(' (')[0].split(' ')[-1]
  - aligned_morePercent = (mapping_frame.loc[4][0]).split('(')[1].split(')')[0]
  - rate = (mapping_frame.loc[5][0]).split(' ')[0]
  - ### also read out adapter dimers ###
  - species = mapping_file.split('_')[0] + '_' + mapping_file.split('_')[1].split('-')[0]
  - trimmed_lengths_file = '/data/lab/duttke/labprojects/plants_2023/data/' + species + '/fastq/csRNA/' + mapping_file.split('_mappingstats.txt')[0] +'.fastq.gz.lengths'
  - trimmed_lengths_frame = pd.read_csv(trimmed_lengths_file, sep='\t')
  - adapter_dimers_reads = trimmed_lengths_frame.loc[0][1]
  - adapters_percent = round(float((trimmed_lengths_frame.loc[0][2]).split('%')[0]),2)
  - mappingStats_dict["Library"].append(library)
  - mappingStats_dict["Reads"].append(reads)
  - mappingStats_dict["Adapter reads"].append(adapter_dimers_reads)
  - mappingStats_dict["Aligned 0 times"].append(aligned_0)
  - mappingStats_dict["Aligned 1 time"].append(aligned_1)
  - mappingStats_dict["Aligned >1 times"].append(aligned_more)
  - mappingStats_dict["Adapters %"].append(adapters_percent)
  - mappingStats_dict["Aligned 0 times %"].append(aligned_0percent)
  - mappingStats_dict["Aligned 1 time %"].append(aligned_1percent)
  - mappingStats_dict["Aligned >1 times %"].append(aligned_morePercent)
  - mappingStats_dict["Alignment rate"].append(rate)
- mappingStats_dict_frame = pd.DataFrame(mappingStats_dict)
- mappingStats_dict_frame = mappingStats_dict_frame.sort_values(by=['Library'])
- mappingStats_dict_frame.to_csv('summary_mappingStats.tsv', sep = '\t')

### Histograms and annotation of TSS to captured reads

Histograms showing csRNA-seq or other data relative to known TSS were generated using ‘annotatePeaks.pl {known TSS} {species_homer_genome (for example TAIR10)} -strand + -fragLength 1 -size 100 -d {species_tagdirectory (for example P.patens_csRNAseq)} -raw > output.tsv’. Known TSSs were extracted from .gtf files using ‘parseGTF.pl {species_gtf_file} tss > {species}_genes.tss’.

Histograms showing called TSS by csRNA-seq or 5′ GRO-seq relative to one another or ‘known TSS’ were generated using ‘annotatePeaks.pl {reference or ‘Known TSS’} {species_homer_genome (for example TAIR10)} -p {2nd TSS file, that is csRNA-seq TSS} -size 2000 -hist 1 -strand +> output.tsv’.

### Tag distribution histograms

Genome-wide read counts were obtained using HOMER2’s^79^ getTSSfromReads.pl script (getTSSfromReads.pl -d {tagdir} -min 0 > {output_tags.txt}). These read counts were then overlaid on called peaks in a strand-specific manner using the mergepeaks command (mergepeaks {output_tags.txt} {called_peaks.txt} -strand > {merged_output_tags.txt}), and the distributions were counted and plotted using seaborn’s histplot function.

### Hexamer analysis

All possible combinations of 6 nt sequences (hexamers) were generated as follows:

 nucleotides = ["A", "G", "C", "T"]

 hexamers = []

 for i in product(nucleotides, repeat = 6):

 hexamers.append(''.join(i))

We then extended TSR peaks from +1 kb to +3 kb for each species and split them based on the stability of initiating transcripts. Occurrences of each hexamer were counted in the stable versus unstable sequences and normalized by the respective number of TSRs. A stability ratio was calculated by dividing the normalized stable hexamer account by the normalized unstable hexamer account. We then ranked the hexamers based on their enrichment in TSRs initiating unstable transcripts over stable ones: 1 being unstable and 4,096 being stable.

### RNA processing-related motif finding

Single-nucleotide TSSs were extended to 5 kb using the adjustPeakFile.pl script (adjustPeakFile.pl {stable/unstableTSS.txt} -size 0,5000 > {outputFile1}). Subsequently, DNA sequences were extracted using HOMER’s extract command (homerTools extract {outputFile1} {genome.fa} > {outputFile2}) and converted into a fasta format. Putative motifs, including the poly(A), 5′-splice and 3′-splice sites, were annotated using the findMotifs.pl script (findMotifs.pl {outputFile2.fa} fasta {output_directory}/ -len 10 -mask -norevopp -find {motifs_of_interest} > {output_motifs}). The instances of motifs were summed up and divided by the number of input TSSs to normalize counts to motif occurrences per TSS and the data were plotted using seaborn.

### Pausing index

The pausing index was calculated as described^57^ using reads near TSRs (−100 bp to +300 bp) divided by those found downstream in the region of +301 bp to +3 kb, relative to the major TSS of the TSR.

### Gene Ontology analysis

Gene Ontology analysis was performed using METASCAPE^80^ for transcripts annotated within 500 bp downstream of the main TSS of TSRs.

### STARR-seq analysis

csRNA-seq data were generated from analogous tissue as used for STARR-seq (GSE120304_STARR_B73_enhancer_activity_ratio.txt.gz) by ref. ^18^ as described above. For compatibility reasons, this analysis thus used the *Z. mays* AGPv4 reference genome and *Z. mays* AGPv4.38 genome annotation instead of maize 5.5. STARR-seq library fragments of 1–50 bp were removed from the analysis as these short fragments disproportionally showed no enhancer activity, whereas longer fragments of the same locus did. csRNA-seq TSRs were defined as described above and merged with the STARR-seq peaks (mergePeaks) to identify overlaps. As sometimes several STARR-seq peaks fell within one TSR, we next corrected the STARR-seq values by linking each mergedPeak identifier with the sum of STARR-seq peaks that fell within the peak. Next, we normalized this value by the length of the peak to obtain a STARR-seq value per base pair for each merged peak and added the csRNA-seq values and TSR stability. To calculate the *P* values for the box plots, we used the pairwise_tukeyhsd function from the statsmodels python package.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Tables 1–5 Supplementary Table 1–Overview of TSR statistics. Supplementary Table 2–Overview of TSR and TSS annotation stats. Supplementary Table 3–Overview of all data generated and analyzed. Supplementary Table 4–Sequencing and mapping stats of all generated data. Supplementary Table 5–Genomes and annotations.

## Figures and Tables

**Extended Data Fig. 1:**
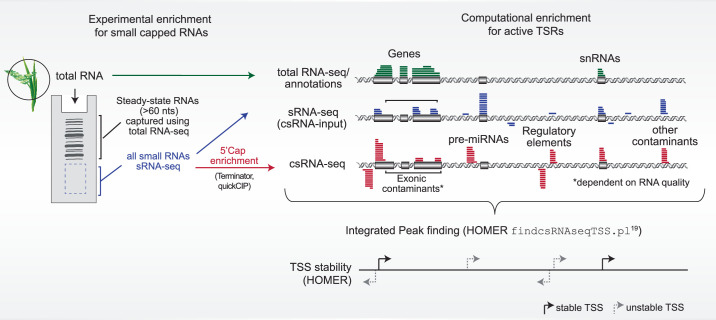
Overview of capped small (cs)RNA-seq. Schematic of experimental and in silico steps performed to enrich actively initiated RNA polymerase II transcripts, which are marked by a 5’cap, from total RNA.

**Extended Data Fig. 2:**
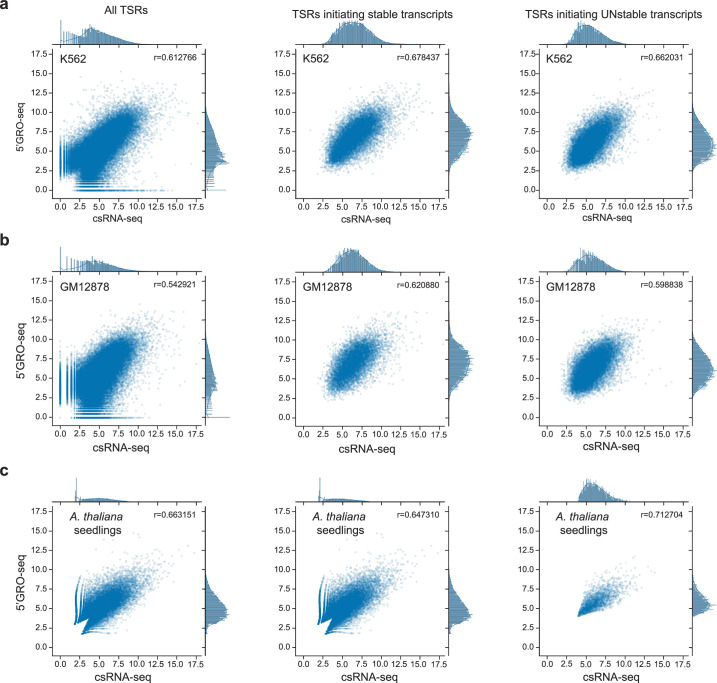
csRNA-seq captures transcription initiation independent of RNA stability. Scatterplots comparing similarity between 5’GRO-seq and csRNA-seq rlog tag normalization for all TSRs, TSRs resulting in stable transcripts, and TSRs resulting in UNstable transcripts for **a**, *Homo sapiens* K562 cells, **b**, *Homo sapiens* GM12878 cells, and **c**, *Arabidopsis thaliana* 6-day-old seedlings.

**Extended Data Fig. 3:**
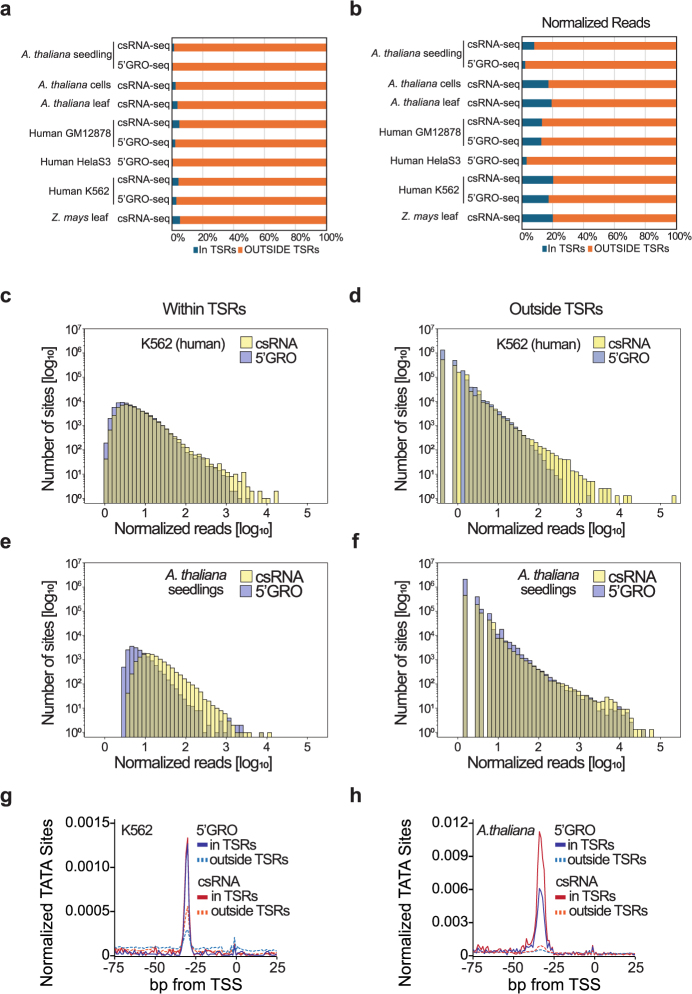
Fine-scale comparison of 5’ ends captured by csRNA-seq and 5’GRO-seq. **a**, Comparison of the percentage of unique positions captured that fell inside or outside of a TSR following peak calling for each library. On average, a higher percentage of tags fell within TSRs for csRNA-seq compared to 5’GRO. **b**, Comparison of the percentage of normalized total read counts captured that fell inside or outside of a TSR following peak calling for each library. **c**-**f**, Comparison of the number of unique sites (y-axis) versus intensity (normalized reads, x-axis) for csRNA-seq and 5’GRO positions from human K562 cells (**c**,**d**) and *A. thaliana* 6-day-old seedlings (**e**,**f**). **c**,**e**, Sites that mapped within TSRs, **d,f**, Sites that mapped outside TSRs. Overall, for these data 5’GRO exhibited enrichment for low signal noise, whereas csRNA-seq showed high signal contaminations, often resulting from small nuclear and small nucleolar RNAs. These abundant steady-state small RNAs are not considered csRNA-seq TSRs due to lack of enrichment over the small RNA-seq utilized as csRNA-seq input. **g**,**h** Frequency analysis of the TATA box motif relative to each unique sequence tag (‘0’) as a biological proxy to measure of noise, as this core promoter element is constrained to the −28 region relative to the TSSs. Data for human K562 cells (**g**) and *A. thaliana* 6-day-old seedlings (**h**).

**Extended Data Fig. 4:**
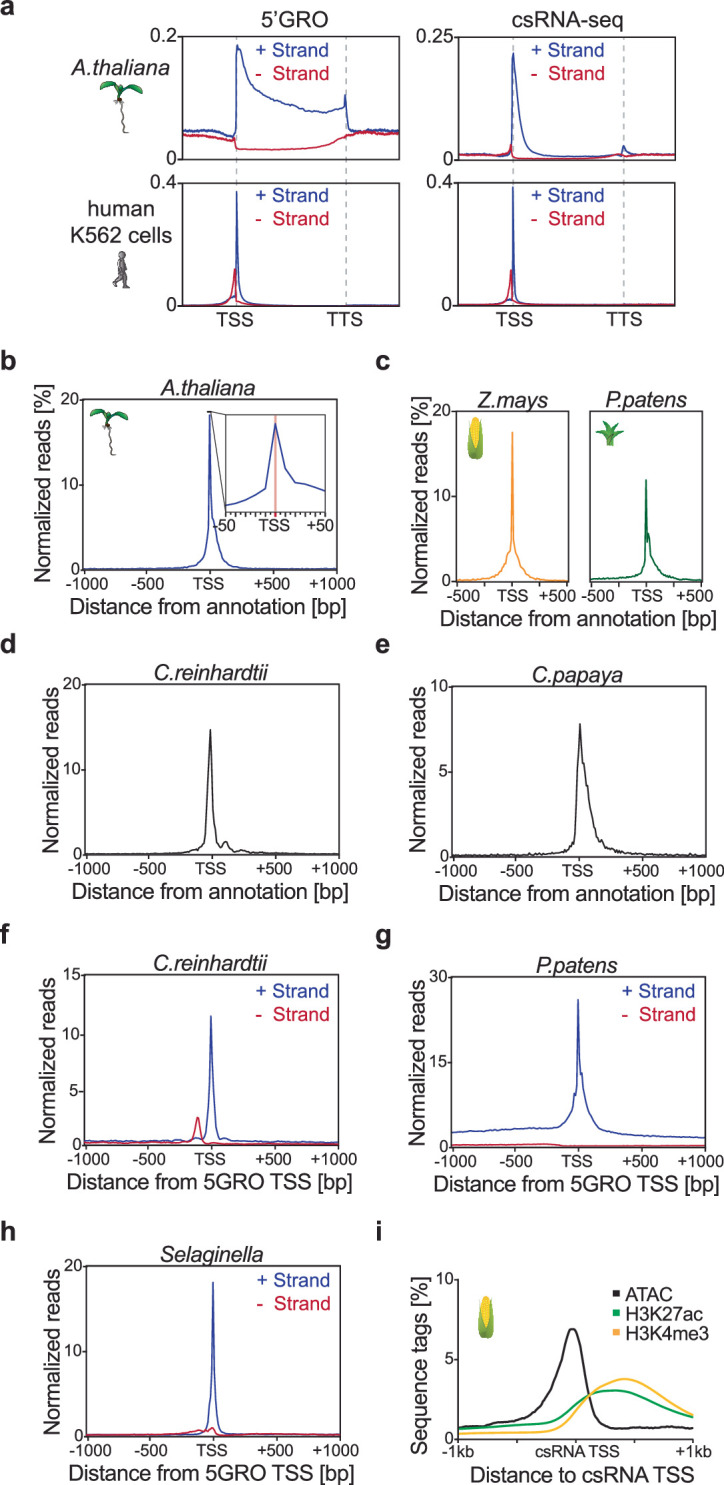
csRNA-seq accurately captures transcription initiation sites (TSSs) across diverse plant species. **a**, Metaplots of 5’GRO-seq or csRNA-seq reads relative to gene annotation start sites (TSS) and ends (Transcription Termination Sites, TTS). **b-e**, Distribution of csRNA-seq TSSs, relative to genome annotations, in *A. thaliana* (**b**), maize and *P. patens* (**c**), *C. reinhardtii* (**d**) and papaya leaves (**e**). **f-h**, Distribution of csRNA-seq TSSs relative to 5’GRO-seq TSSs in *C. reinhardtii* (**f**), *P. patens* (**g**) and *Selaginella* (**h**). **i**, Distribution of open chromatin (ATAC-seq) and histone marks H3K4me3 and H3K27ac from relative to csRNA-seq TSSs in maize leaves.

**Extended Data Fig. 5:**
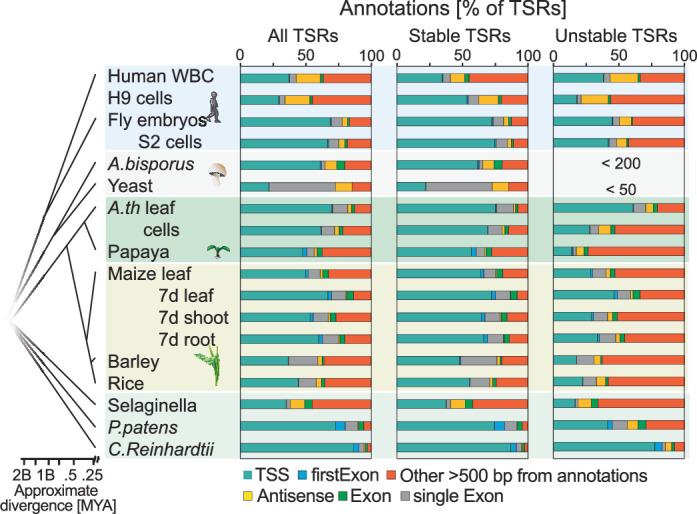
Annotation and features of plant transcription start regions. Annotations of TSRs captured across diverse samples.

**Extended Data Fig. 6:**
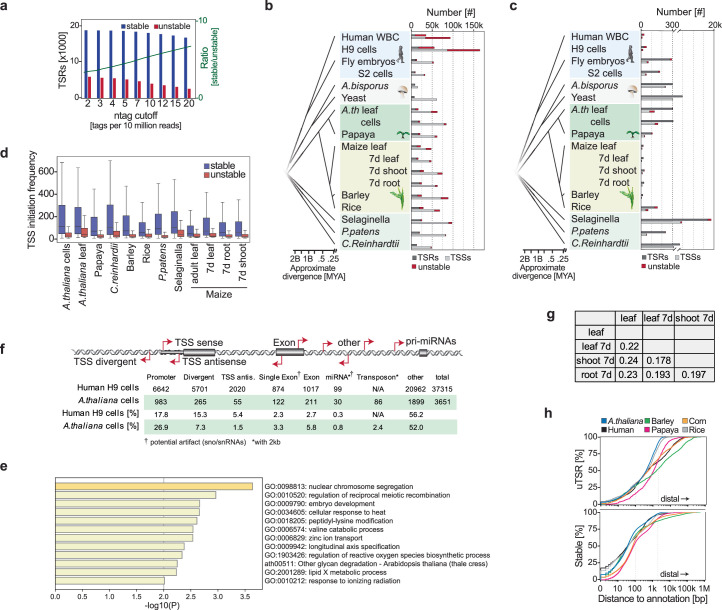
Features of TSRs initiating unstable transcripts. **a**, Titration of TSRs passing the respective ntag threshold (reads per 10 M) as well as separation thereof by initiating transcript stability for *A.thaliana* leaves. **b**, Number of TSSs and TSRs that initiate stable or unstable transcription per species and tissue. **c**, Number of TSSs and TSRs that initiate stable or unstable transcription per species and tissue normalized by total genome size. Note: genome size does not equate to accessible chromatin. **d**, Average RNA polymerase II initiation frequency of TSRs initiating transcripts that are stable or unstable. Boxes show median values and the interquartile range. Whiskers show minimum and maximum values, excluding outliers. **e**, Enrichment analysis on gene sets (gene ontology) of unstable TSRs in *A. thaliana* that annotated to promoters. **f**, Comparison of TSR locations relative to annotations in human H9 cells (gencode.42) and *A. thaliana* Col-0 cells (Araport11). TSS = ± 275 bp of 5’ gene annotation in sense direction; TSS antisense, within the TSS region but antisense; TSS divergent, initiating from −1 to −275bp to the TSS. **g**, Pairwise percent comparison of TSRs that switch between initiating stable and unstable transcripts among maize adult leaves and 7d-old leaves, shoot, and roots. **h**, Number of TSRs initiating stable or unstable transcripts in % relative to genome annotations.

**Extended Data Fig. 7:**
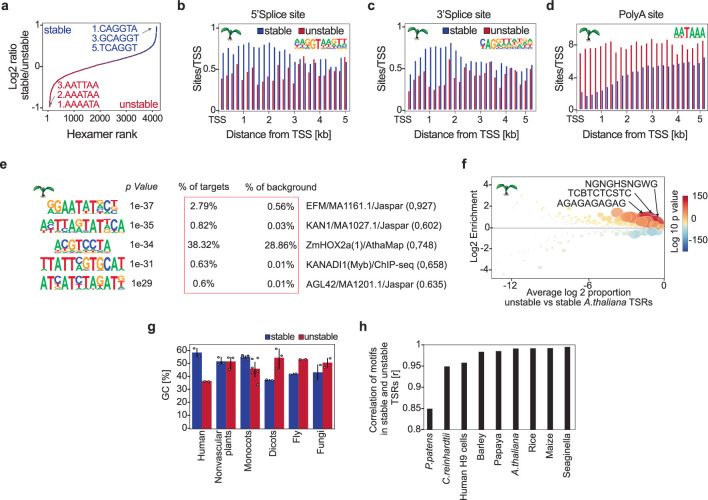
DNA sequence motifs and features of TSRs initiating stable or unstable RNAs. **a**, Rank of all 4096 hexamers by log 2 enrichment relative to transcripts stability within 1 kb downstream of TSSs. **b**, Occurrences of a 5’ splice site downstream of *A. thaliana* TSSs of stable and unstable transcripts. **c**, Occurrences of a 3’ splice site downstream of *A. thaliana* TSSs of stable and unstable transcripts. **d**, Occurrences of a polyadenylation site downstream of *A. thaliana* TSSs of stable and unstable transcripts. **e**, De novo motif analysis using HOMER^28^ of *A. thaliana* cell TSRs regulating unstable transcripts using stable TSRs as background. **f**, Differential motif enrichment analysis of TSRs initiating stable or unstable transcription using CiiiDER^81^. **g**, Average GC content of TSRs in different groups of species. GC content of individual replicates is displayed as dots. Graphs present the mean with SD. **h**, Correlation of DNA sequence motif enrichment scores among TSRs initiating stable and unstable transcription (r-value).

**Extended Data Fig. 8:**
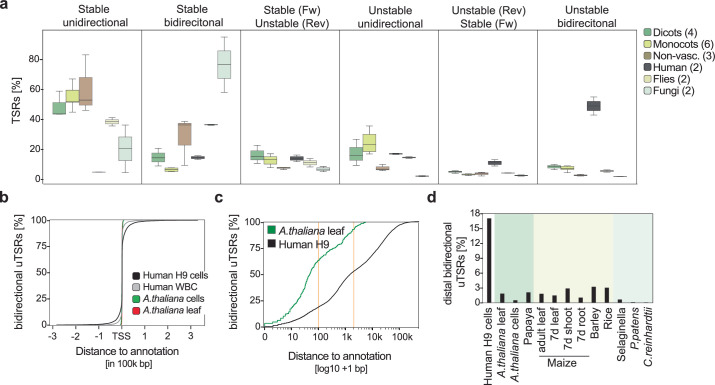
Annotation and abundance of TSRs regulating the initiation of unstable transcripts across species. **a**, TSR types and their relative abundance across diverse species groups. Boxes show median values and the interquartile range. Whiskers show minimum and maximum values, excluding outliers. **b**, Location of bidirectional TSRs initiating unstable transcripts relative to genome annotations in humans (gencode.42) and *A. thaliana* (Araport 11) and **c**, log scale thereof. **d**, Percentage of distal (>2000 bp from annotations) bidirectional TSRs initiating unstable transcription across species and tissues.

**Extended Data Fig. 9:**
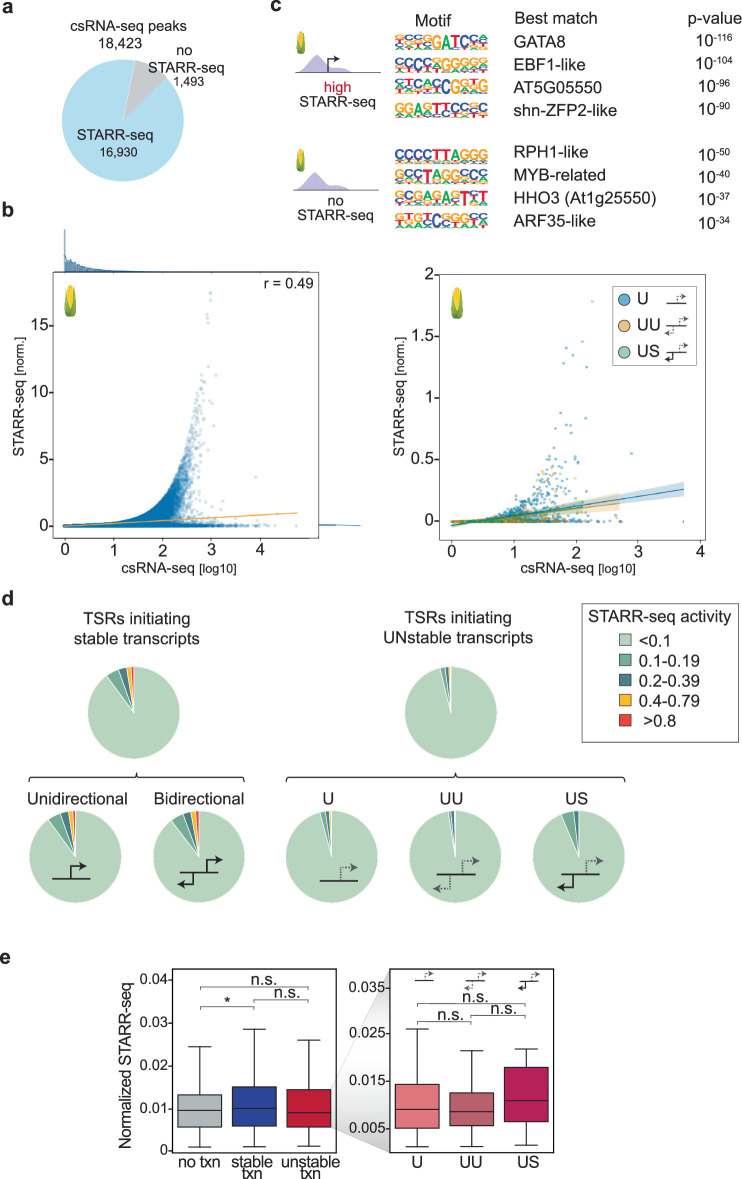
Transcription initiation and STARR-seq enhancer function. **a**, Number or TSRs covered by the STARR-seq input library. **b**, Scatterplot of the STARR-seq activity of all regions in Ricci et al.^8^ maize library with csRNA-seq signal for all loci (left) and TSRs initiating unstable transcription (right). **c**, De novo motifs enriched in regions with high STARR-seq activity vs. none, calculated using HOMER. **d**, STARR-seq enhancer activity of diverse TSR types. **e**, STARR-seq activity of *A. thaliana* genome fragments assayed from Tan et al.^9^ in leaf-derived protoplasts compared to combined *A. thaliana* adult leaf and cell line csRNA-seq TSRs. However, caution needs to be taken with the interpretation of this analysis as the datasets are not tissue-matched and the majority of loci assayed by STARR-seq are in closed chromatin, and thus not assayed by csRNA-seq. Boxes show median values and interquartile range, with whiskers showing minimum and maximum values (excluding outliers). One-way ANOVA and Tukey’s HSD were used; * indicates an adjusted p-value < 0.05 calculated by Tukey’s HSD. Left boxplot: no txn vs stable (adjusted p-value = 0.0442), no txn vs unstable (adjusted p-value = 0.9084), and stable vs unstable (adjusted p-value = 0.4255). Right boxplot: U vs UU (adjusted p-value = 0.6019850), U vs US (adjusted p-value = 0.1535811), and UU vs US (adjusted p-value = 0.0606304).

**Extended Data Fig. 10:**
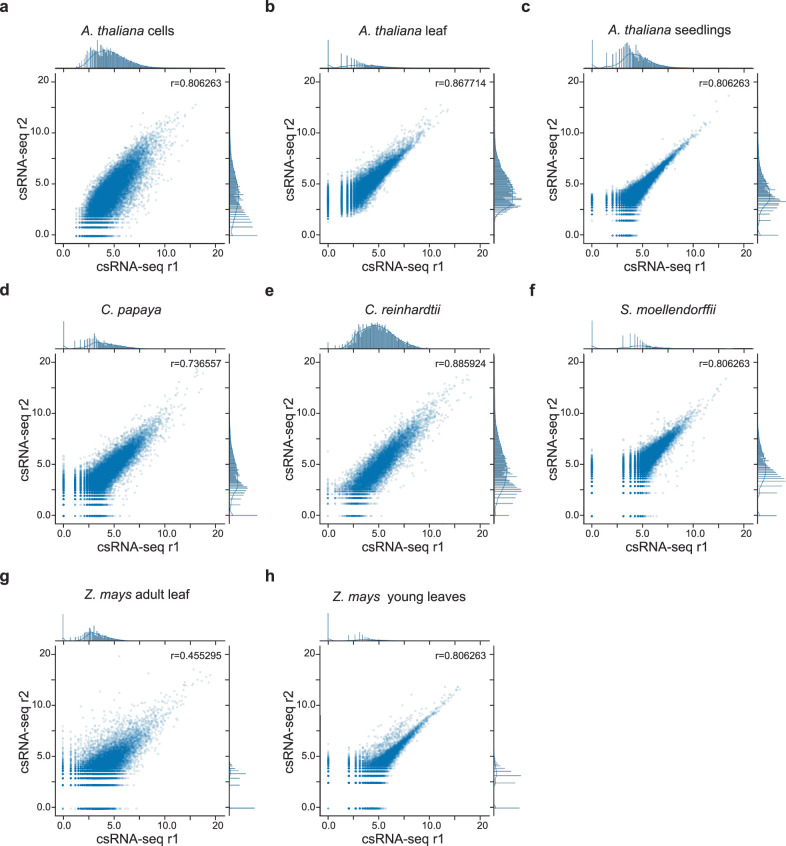
Variance of biological csRNA-seq replicates. Scatterplots comparing rlog tag normalization similarity between biological replicates for **a**, *A. thaliana* cells, **b**, *A, thaliana leaf*, **c**, *A. thaliana* seedlings (6 days), **d**, *C. papaya*, **e**, *C. reinhardtii*, **f**, *S. moellendorffii*, **g**, *Z. mays* adult leaf and, **h**, *Z. mays* young leaves (7 days).

## Data Availability

All raw and processed data generated for this study can be accessed at NCBI Gene Expression Omnibus accession number GSE233927 and browsed at https://labs.wsu.edu/duttke/mcdonaldbr_ernaplants_2024/. All data generated and analysed are summarized in Supplementary Table 3.

## Code availability

Code used to analyse data in this article has been described in the Methods or is available from the following repositories: HOMER (http://homer.ucsd.edu/) and MEIRLOP (https://github.com/npdeloss/meirlop).

How the deposited data were processed for this re-analysis (not part of the article)

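csRNA-seq, small RNA-seq, total RNA-seq and 5′ GRO-seq data of 12 plant sample types from 7 species were read as the authors deposited them, with the TSR tables of D. melanogaster S2 cells and embryos. The authors trimmed the 3′ adapter of csRNA-seq and small RNA reads, aligned all reads with HISAT2 2.2.1 with the settings given in the paper's Methods, and turned the alignments into read positions with HOMER 4.12. The deposited counts of csRNA-seq, small RNA-seq and 5′ GRO-seq are numbers of reads whose 5′ end lies at a position, per strand, made by the authors without further scaling. For total RNA-seq the authors deposited expected counts. Several of these files hold fractions of a read, as where each mate of a read pair adds 0.5, but how they were made was not traced. The score, csRNA-seq and total RNA-seq values of the TSR tables are reads scaled by the authors to 10000000 reads of the pooled library, with a lowest score of 10. The tables also hold a fraction for each TSR, its share of signal near the main position, computed by HOMER as deposited and not used here.

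Where 2 deposited files were identical they were used once. Reads per library, and those on nuclear chromosomes, were summed from the positions. TSRs, their annotation class, distance to annotation and configuration on the 2 strands were taken from the tables, with the main TSS at the midpoint. TSRs whose total RNA-seq value was under 2 were called unstable, as in the paper, and the values were recounted from 100 bp upstream to 500 bp downstream of the main TSS. TSRs more than 2000 bp from an annotated gene 5′ end were called distal. Shares carry 95% Wilson intervals, and means over sample types carry the SD. The depth of a library sets how low a share of reads its threshold can resolve, and the number of reads at the threshold is given for each sample type.

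For comparisons between tissues, TSRs of the tables that overlap on the same strand were merged, and 5′ ends were counted in each merged TSR per csRNA-seq library. All 6 A. thaliana libraries were fitted together with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test) in R 4.3.3, leaving 3 residual degrees of freedom, and the 4 maize libraries in the same way, leaving 2. P values were adjusted by the Benjamini-Hochberg method, and 0.05 was the threshold. Replicate numbers were not used as pairs, because the deviations from the group mean of replicates with the same number correlated weakly or negatively (r of −0.300 for cells and leaf, 0.0157 for cells and seedling, −0.0271 for leaf and seedling, 0.158 for maize). RNA per initiation was tested as the interaction of assay and tissue at TSRs called in both tissues, with 4 residual degrees of freedom. For genes, 5′ ends were summed over the promoter TSRs of a gene, for 13953 genes. Genes named from these tests are at most 5 per direction, those with the largest fitted change among promoter TSRs past the threshold whose libraries do not overlap between the groups and whose mean count is at least 50 in the higher group (for RNA per initiation, at least 50 total RNA-seq counts in each library of the higher tissue). Beside them stand genes of lists written before the data were examined: photosynthesis, cell cycle, auxin response, circadian clock, core histones, root markers, stomatal lineage, heat shock, wounding and jasmonate, senescence, hypoxia, primary miRNAs, snRNA and snoRNA genes, and the genes named in the paper. A list of phosphate starvation genes was added later. A fold against a tissue without any count is a lower bound, computed with 3 counts over the libraries of that tissue.

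Sequence elements were scanned on the reference assembly, whose nuclear chromosomes have the lengths and initiator content that the deposited positions call for, and compared by Fisher's exact test with windows of shuffled dinucleotides beside them. Groups of few libraries were compared by exact permutation. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used. The alternatives were DESeq2 1.42.0 and its size factors, other filters, thresholds, windows and distances, recounted stability, thinned total RNA-seq, a replicate block, and each library left out in turn.

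The tests were tested on simulated data, drawn from the means, library sizes and dispersions of the real data with 200 changed TSRs, 50 at each fold. In the first-named group of each comparison, the 2- and 4-fold changes were increases and the 8- and 16-fold changes decreases. For RNA per initiation, they were changes of total RNA in the cells. Effects of fold and of direction on recovery therefore cannot be told apart. At 16-fold, the comparison of cells and leaf recovered 19 of 50, seedling and leaf 3, cells and seedling 22, and maize 0. RNA per initiation recovered 0 of 50 for cells and leaf and 5 for cells and seedling. With 200 changed TSRs, these recoveries do not give the power where many TSRs change, as in maize, where 4102 of 9777 passed. The element scan found every element planted.

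Total RNA-seq of maize adult leaves and S2 cells and csRNA-seq read positions of fly embryos were not analysed here. Rice, human and fungal data, chromatin data and STARR-seq data were not used here.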

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

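Among the tests reported in this part, those at equal nuclear reads, with the threshold scaled to nuclear reads and at TSRs called in both tissues, that of counting noise between libraries, also in the leaf pair alone, that of the strand of read mates, the recounted donors and that of phosphate starvation genes were chosen only after the result was seen. The largest and smallest libraries of each group were compared with the others by Dixon's test, which chance alone passes in about 1 in 20 groups.

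The total RNA-seq reads of A. thaliana fall on both strands of genes in 5 of 6 libraries. In genes without any antisense TSR, the median ratio of reads on the opposite strand to reads on the gene's strand was 0.000662 in cells replicate 3, the lowest value and far from the rest, and at least 1 in the 5 others (1.11 in cells replicate 1). Antisense transcription is argued against, since the ratio in genes with an antisense TSR was at most 1.04 times that in genes without one in these 5 libraries. That both mates were kept on the strand each maps to may explain the pattern, as the ratio of 1 goes with it, but how the positions were made was not traced. At equal reads, replicate 1 of the cells called 52.0% of divergent TSRs unstable and replicate 3 called 71.4%.

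The unstable share was higher in A. thaliana leaf than in cells. Fewer nuclear total RNA-seq reads in leaf may account for most of it, since at equal nuclear reads the difference was 3.96 percentage points (half-width of the interval 0.992). With cells replicate 1 alone, whose reads fall on both strands as in leaf, it was −4.68 points. Different TSRs in the tables are argued against, as at TSRs called in both tissues the difference was 24.3 points. Plastid and mitochondrial reads in the scaling cannot be told apart from the rest, because the difference was 9.37 points with the threshold scaled to nuclear reads, between the limits set for either reading. A difference of the tissues themselves stays open, untested.

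Many TSRs changed their stability call between A. thaliana cells and leaf. Counting noise cannot be told apart from the rest: at equal nuclear reads, 2 libraries of 1 tissue differed at 0.736 times the share of libraries of different tissues (27.6% against 37.5%), but the cells pair also differs in strandedness, and the leaf pair alone gave 0.608 (0.664 against cells replicate 1 only), under the limit set for noise. Of 3032 such TSRs tested, 3 had a change of RNA per initiation in the direction of the call, 0.0989%, and 501 at an unadjusted p under 0.05. That low share was set beforehand as speaking against a real change, which was wrong. The test recovered 0 of 50 simulated 16-fold changes, and 31 at an unadjusted p under 0.05. These were losses of total RNA in the cells, whereas most changed calls, 2878 against 228, were unstable in leaf only. Gains in the cells were simulated at 2- and 4-fold only, and 0 of 50 were recovered at either. The simulation changed 200 TSRs, far fewer than the 3032 in question, so it does not give the power for this many changes. A real change and none cannot be told apart. RNA per initiation differed at 18 TSRs between cells and leaf and at 1050 between cells and seedlings, counts that stood out beside each other.

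Leaf csRNA-seq replicate 1 stood out with 48.1% of its reads on the plastid sequence, the highest share on any 1 sequence among the A. thaliana csRNA-seq libraries. In the other libraries that sequence was a nuclear chromosome. Compared on plastid and mitochondrial reads alone, its 49.7% was not past Dixon's test (0.533 against a critical 0.625). Seedlings stood out with the opposite sign to cells in annotated splice donors within 500 bp, at −13.6 percentage points for stable minus unstable TSRs, and −11.4 with recounted stability, against 32.9 and 45.2 in cells, a difference that was not tested over libraries. Whether the 60.9% and 54.1% of seedling total RNA-seq reads on chromosome 3 play a part in the seedling donors was not tested. Phosphate starvation genes, a group the paper does not treat, stood out with 13 genes higher in cells than in leaf.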

How the results depend on the processing

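The tests at equal nuclear reads, with the threshold scaled to nuclear reads, at TSRs called in both tissues, less the opposite strand, without A. thaliana leaf, with a crossed block, with libraries permuted within tissue, of rlog values, and of gene lists with other tools or without a library were chosen only after the result was seen. The other settings were fixed before the data were examined.

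The mean unstable share of plants, 24.3%, was 23.0% recounted, 18.4% with a threshold of 1, 31.8% with 4, 28.0% thinned to the shallowest sample type and 18.6% at scores of at least 20. S. moellendorffii (12.3%) and maize adult leaves (40.2%) could not be recounted. They kept their deposited calls in each mean that needs recounting, so those means moved less than the sample types that were recounted. Without A. thaliana leaf the mean was 23.1%. Less the reads of the opposite strand the mean was 39.3%, which is no estimate of the share: where reads fall on both strands, this takes away a gene's own reads and raises the share by construction. Leaving out 1 total RNA-seq library gave 22.7% (leaf replicate 1) to 25.5% (C. reinhardtii replicate 3).

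For A. thaliana leaf minus cells, 19.1 points, recounting gave 22.2, a threshold of 1 gave 11.7, of 4 gave 27.95, and a window from 0 to 500 bp 23.5. At equal nuclear reads it was 3.96, and with cells replicate 1 alone the sign reversed, to −4.68. It was 9.37 with the threshold scaled to nuclear reads and 24.3 at TSRs called in both. Less the opposite strand it was 40.2, and 24.2 with cells replicate 1 alone, and here too the leaf loses its own reads, while the strand-specific replicate 3 of the cells does not. Leaving out a total RNA-seq library gave 18.18 (leaf replicate 1) to 21.8 (leaf replicate 3).

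Switching between A. thaliana cells and leaf, 28.4%, was 29.9% recounted, 17.2% and 39.4% with thresholds of 1 and 4, 32.1% with the shorter window, 29.5% thinned, 26.2% at scores of at least 20, 20.7% when only values below 1 or above 4 counted, 30.3% at equal nuclear reads and, with the same limit, 54.5% less the opposite strand (26.5% without leaf total RNA-seq replicate 1, 30.4% without that of cells replicate 1). In maize, 30.6%, the values were 28.4% and 34.9% with thresholds of 1 and 4, 31.5% with the shorter window, 32.9% thinned, 25.6% at scores of at least 20, 29.3% for main TSSs within 50 bp and 19.99% below 1 or above 4 (31.9% without 7-day-old total RNA-seq replicate 1, 34.9% without replicate 2). Maize adult leaves could not be recounted for these values.

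Unstable TSRs within 100 bp in cells, 28.4%, were 39.4% within 275 bp, 33.6% at scores of at least 20, 17.9% recounted and 26.2% on the same strand. The mean share unstable on both strands, 4.79%, was 0.743% and 0.558% when both partners had to be called within 500 or 300 bp, and 3.70% at scores of at least 20. Distal stable TSRs, 13846, were 23421 beyond 1 kb and 6519 beyond 5 kb. The difference in TSRs of cells alone, 23.0 points, was 8.93 with absence by reads, 12.7 within score quartiles, 19.3 within 100 bp and 36.9 recounted. The promoter share of stable TSRs, 66.4%, was 78.3% within 275 bp, 68.8% at scores of at least 20 and 63.4% weighted by score. 5′ GRO-seq positions near main TSSs, 52.9% on average, were 40.5% at the identical position, 72.7% within 20 bp, 61.7% with at least 10 reads and 49.7% without S. moellendorffii, whose file is identical to its total RNA-seq. The lowest replicate correlation, 0.728, was 0.585 by Spearman's rho and 0.954 by rlog. The non-chromosomal difference, −18.6 points, passed with libraries permuted within tissue (exact permutation p = 0.00926) and not over all tissues. It was −24.7 without leaf replicate 1 and −14.9 without cells replicate 2.

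The initiator difference, 0.0201 points, reversed to −0.299 recounted. The donor sequence difference, 0.411, was 2.07 recounted and 4.73 over 1000 bp, and reversed to −3.62 at promoters and −1.68 in leaf.

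Differential TSRs between cells and leaf numbered 10817, and 5658 without leaf replicate 2 to 10669 without cells replicate 2. Between seedling and leaf there were 2218, and 102 without leaf replicate 1, 309 without leaf replicate 2, 171 without seedling replicate 1 and 568 without seedling replicate 2. Between cells and seedling there were 9542, 6268 over the cells' table alone, and 4181 without seedling replicate 1, 5156 without seedling replicate 2 and 9547 without cells replicate 2. In maize there were 4102, 6542 without a filter, 7267 without adult replicate 1, 5972 without adult replicate 2, 1656 without 7-day-old replicate 1 and 1381 without 7-day-old replicate 2. RNA per initiation differed between cells and leaf at 18 TSRs, 306 by DESeq2 and 4 with the shorter window, 0 without any 1 of the 4 leaf libraries and 404 without cells csRNA-seq replicate 2. For cells and seedling it was 1050, 0 without seedling total RNA-seq replicate 3 and 2072 without cells csRNA-seq replicate 2.

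With replicate number as a block, cells and leaf differed at 9492 TSRs, seedling and leaf at 1653, cells and seedling at 8149 and maize at 4460. With cells and leaf alone in the fit there were 7923 with the block, 12258 with the pairing crossed and 10898 without a block; the cause was not tested.

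Genes of the lists past the threshold between cells and leaf were fewest without leaf replicate 2 for auxin response (2), cell cycle (6), core histones (3, also without leaf replicate 1), heat shock (1), hypoxia (3), photosynthesis (27), primary miRNAs (7) and snRNA and snoRNA genes (2), and without leaf replicate 1 for the clock (4). They were most without cells replicate 1 for auxin response (7), clock (8), photosynthesis (32), and, with the same count without cells replicate 2, core histones (8), primary miRNAs (11) and snRNA and snoRNA genes (6). Without cells replicate 2 cell cycle had 15, heat shock 4, root markers 2 and the genes named in the paper 1. Wounding and jasmonate genes numbered 3 without leaf replicate 1 and 1 without any other library. Senescence and stomatal lineage genes kept a negative median log2 fold change with each library left out. The counts above add both directions. The median of auxin response genes, 0.0586, turned to −2.20 without cells replicate 1 and was 0.697 without replicate 2. That of core histones, 1.90, was 0.613 and 2.35.

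Of the other settings for comparisons, 84 gave the same result, 53 moved it, 4 reversed it and 3 made it stronger, and of those leaving out 1 library 57 gave the same and 57 moved it. For single genes, apart from 2 maize genes not named here, 275 settings gave the same and 5 were weaker: AT4G22050 between cells and seedling and PCO1 by DESeq2, and AT5G46430, TRIP-1 and GAPA with the shorter window. With a library left out 268 gave the same and 72 were weaker. In A. thaliana leaf and 7-day-old maize, the threshold stands for less than 1 read. Other aligners and other callers of TSRs were not run.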

Differences from the paper's values

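The correlations of rlog values were chosen only after the result was seen. Of 46 values of the paper that were compared, 9 differed, by more than 1.5 times and more than the replicate SD where there is one (correlations by more than the SD alone), and 37 did not. At this tolerance, 13846 distal stable TSRs against the paper's 19397 and 23906 barley TSRs against the paper's 30000 count as within it.

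The paper gives 50% of unstable TSRs within 100 bp of an annotated 5′ end for maize leaves, without an age. The value here was 28.9% in adult leaves, which differs, and 42.1% in 7-day-old leaves, which does not. The paper gives 400 as the lowest number of distal TSRs unstable on both strands in monocots, and the lowest here was 225, in 7-day-old maize leaves.

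The legend of Fig. 1i gives the paper's non-chromosomal csRNA-seq reads as 0.031 for 1 library, printed with a percent sign and without naming the tissue. It was compared here as a fraction, and read as a percent each difference would be larger. The higher library had 0.0170 in cells, 0.497 in leaf and 0.236 in seedlings. In cells the count of unique positions was within the tolerance of the paper's value and plastid reads alone were not, and in leaf and seedlings both differed. The paper's second csRNA-seq value is printed with a comma and was not compared. For total RNA-seq the paper gives 0.147, and the values here were 0.713 in leaf and 0.270 in seedlings. There, unique positions were within the tolerance and plastid reads alone differed.

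The replicate correlations of Extended Data Fig. 10, read by eye, are of rlog values, and those here are of log2 CPM, so the scales differ. The paper's value is about 0.74 for papaya, and here it was 0.863. Spearman's rho, 0.807, was within the tolerance, while a pseudocount of 0.5 and a minimum of 10 counts were not. For maize adult leaves the paper's value is about 0.46, and here it was 0.728, and Spearman's rho (0.585), the pseudocount (0.695) and the minimum count (0.722) also differed. With DESeq2's rlog on each pair of libraries the correlations were farther away, at 0.989 and 0.954, and those of A. thaliana cells (0.974), leaf (0.996) and C. reinhardtii (0.987) then differed too; how the paper's rlog values were made was not traced.

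The paper calls the transcript of the miRNA161 gene unstable, and no TSR lay within 275 bp of MIR161 in the A. thaliana tables, so its call was not compared. The paper states that a small percentage of csRNA-seq reads maps to plastids or mitochondria, which holds in A. thaliana cells (1.70% and 0.821%). They made up 49.7% and 18.6% in leaf and 20.7% and 23.6% in seedlings.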

Other observations

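The test of phosphate starvation genes was chosen only after the result was seen, and that of gene length in seedlings was not.

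A. thaliana cells and leaf differed at 10817 of 21652 TSRs tested by csRNA-seq, and photosynthesis, cell cycle and phosphate genes are among them. By edgeR, 6389 TSRs were higher in cells and 4428 lower (5658 together without leaf replicate 2). Among promoters without a read in leaf, PHT1;1 (AT5G43350), a phosphate transporter, was at least 2240.0-fold higher in cells (980.5 ± 701 CPM), and PAP19 (AT3G46120), a purple acid phosphatase, at least 1376-fold (602.4 ± 744 CPM). The phosphatase gene PEPC1 (AT1G17710) was at least 1148-fold higher (502 ± 599 CPM), and for both of these genes 1 cells library carried most of the reads (531 and 7824 for PAP19, 552 and 6418 for PEPC1). Lower in cells were AT2G27385, at least 7960.1-fold, BBX27 (AT1G68190), a B-box protein gene, at least 2719.7-fold, and ACD6 (AT4G14400), an ankyrin protein of plant defence, 18953-fold (counting interval 6485 to 91906). Photosynthesis genes were lower in cells at 30 of 33 genes tested, 0 higher and 3 not past (0 and 30 adjusted over the list alone), with LHCA2 (AT3G61470), an antenna protein of photosystem I, at −8.85 on the log2 scale (standard error 0.94, adjusted p = 1.27e-04 from edgeR). Cell cycle genes were higher at 15, lower at 2 and not past at 8 (15 and 2 over the list alone; 11 together without cells replicate 1 and 6 without leaf replicate 2), and CYCB1;2 (AT5G06150), a mitotic cyclin, was higher by 6.99 (standard error 0.82). Clock genes were higher at 1, lower at 6 and not past at 3 (2 and 6; 4 together without leaf replicate 1), with CCA1 (AT2G46830), a morning clock factor, at −7.39.

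Auxin response genes were higher in cells than in leaf at 4, lower at 2 and not past at 6 (4 and 2 adjusted over the list alone). Core histones were higher at 4, lower at 1 and not past at 6 (6 and 1), heat shock genes 3, 0 and 4 (3 and 0), hypoxia genes 4, 0 and 1 (4 and 0), wounding and jasmonate genes 0, 2 and 2 (0 and 3), root markers 0, 1 and 3 (0 and 1), senescence genes 0, 1 and 2 (0 and 2) and stomatal lineage genes 0, 1 and 0 (0 and 1). Of the genes named in the paper 1 was tested, and 0 passed in edgeR (0 at an unadjusted p under 0.05, 0 by DESeq2; 1 without cells replicate 2). Without leaf replicate 2 the genes past the threshold fell to 2 for auxin response, 3 for histones and 1 each for heat shock and wounding. These totals add both directions, and the direction depended on the cells library. The median log2 fold change of auxin response genes, 0.0586, was −2.20 without cells replicate 1 and 0.697 without replicate 2. That of core histones, 1.90, was 0.613 and 2.35, and that of root markers, −0.330, was −0.851 without cells replicate 2. PDC1 (AT4G33070), a pyruvate decarboxylase, was at least 120.4-fold higher in cells, and LOX2 (AT3G45140), a lipoxygenase of jasmonate synthesis, 1155-fold lower (207 to 45605).

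Fewer TSRs passed between seedlings and leaf, so the counts do not rank the differences. There the test also recovered fewer simulated 16-fold decreases in the first-named tissue (3 of 50, against 19 for cells and leaf). By edgeR 1147 TSRs were higher in seedlings and 1071 lower, and without leaf replicate 1 102 passed, without leaf replicate 2 309, without seedling replicate 1 171 and without seedling replicate 2 568. XTH14 (AT4G25820), a xyloglucan endotransglucosylase, was at least 606-fold higher in seedlings and CRK4 (AT3G45860), a receptor-like kinase, at least 375-fold lower. Of the photosynthesis genes, 0 of 33 were past the threshold in edgeR (1 at an unadjusted p under 0.05, 1 by DESeq2), with a median log2 fold change of 0.221. With so few simulated changes recovered, this does not show them to be alike. Cell cycle genes were higher in seedlings at 11, lower at 0 and not past at 14 (15 and 0 adjusted over the list alone), but 0 passed without leaf replicate 2, 6 without leaf replicate 1 and 5 without either seedling library.

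Between cells and seedlings 5615 TSRs were higher in cells and 3927 lower by edgeR; without seedling replicate 1 4181 passed, and without replicate 2 5156. FLOT1 (AT5G25250), a flotillin, was at least 307-fold higher in cells, and LHCB2.3 (AT3G27690), a light-harvesting protein gene, at least 1388-fold lower. In maize, 2085 TSRs were higher in 7-day-old than in adult leaves and 2017 lower, of 9777 tested by edgeR, and 7267 passed without adult replicate 1, 1656 without 7-day-old replicate 1 and 1381 without 7-day-old replicate 2. Zm00001eb026530 was at least 1137-fold higher in 7-day-old leaves and Zm00001eb375120 at least 1496-fold lower.

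A first hypothesis was that the cells may be in a phosphate starvation response. It arose from PHT1;1, PAP19 and AT1G17710, and a list of phosphate starvation genes without these was written before its values were looked up. Of 18 tested, 13 were higher in cells than in leaf and 0 lower in edgeR, 3.05 times the share of the other 13935 genes (72.2% against 23.7%, Fisher's exact test, p = 1.86e-05). Against seedlings 14 were higher in cells (p = 2.23e-07 by Fisher's exact test). They include SPX1 (AT5G20150), a phosphate sensor, at 5.18 on the log2 scale, and SQD1 (AT4G33030), an enzyme of sulfolipid synthesis, at 4.52. Fisher's exact test takes the genes as independent, although all were measured in the same libraries. Replicates 1 and 2 of the cells were far apart at some of these genes, in either direction. SPX3 (AT2G45130) had 656.4 and 20.5 CPM there and SQD1 182.1 and 646.8, while PLDP2 (AT3G05630) had 388.8 and 384.9. This list was not tested with a library left out. The phosphate content of the cultures was not tested, and growth conditions and tissue differ together between the samples.

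A second hypothesis was that unstable calls at gene starts in seedlings could come from short transcripts missing from their total RNA-seq. In seedlings the unstable share at genes under 1 kb was 1.09 times that at genes over 2 kb, in leaf 1.18 times and in cells 2.47 times. The ratio of seedlings over cells was 0.441. This cannot decide the question. At genes over 2 kb 38.0% of seedling TSRs were unstable (36.9 to 39.2%), against 6.43% in cells, so the seedling ratio had little room to rise. Seedling TSRs at genes of 1 to 2 kb were unstable at 44.1% (42.1 to 46.1%), and at genes under 1 kb at 41.4% (35.0 to 48.1%). In cells these 2 shares were 9.14% and 15.9%.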
